# Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress

**DOI:** 10.1186/s12864-023-09186-8

**Published:** 2023-02-24

**Authors:** Yuhao Dong, Jie Weng, Yueyan Zhu, Daijing Sun, Wei He, Qi Chen, Jin Cheng, Ying Zhu, Yan Jiang

**Keywords:** Maternal stress, Embryonic brain, Gene transcription, Cell-type-specificity, Brain-region-specificity

## Abstract

**Background:**

Prenatal stress (PS) is considered as a risk factor for many mental disorders. PS-induced transcriptomic alterations may contribute to the functional dysregulation during brain development. Here, we used RNA-seq to explore changes of gene expression in the mouse fetal brain after prenatal exposure to chronic unpredictable mild stress (CUMS).

**Results:**

We compared the stressed brains to the controls and identified groups of significantly differentially expressed genes (DEGs). GO analysis on up-regulated DEGs revealed enrichment for the cell cycle pathways, while down-regulated DEGs were mostly enriched in the neuronal pathways related to synaptic transmission. We further performed cell-type enrichment analysis using published scRNA-seq data from the fetal mouse brain and revealed cell-type-specificity for up- and down-regulated DEGs, respectively. The up-regulated DEGs were highly enriched in the radial glia, while down-regulated DEGs were enriched in different types of neurons. Cell deconvolution analysis further showed altered cell fractions in the stressed brain, indicating accumulation of neuroblast and impaired neurogenesis. Moreover, we also observed distinct brain-region expression pattern when mapping DEGs onto the developing Allen brain atlas. The up-regulated DEGs were primarily enriched in the dorsal forebrain regions including the cortical plate and hippocampal formation. Surprisingly, down-regulated DEGs were found excluded from the cortical region, but highly expressed on various regions in the ventral forebrain, midbrain and hindbrain.

**Conclusion:**

Taken together, we provided an unbiased data source for transcriptomic alterations of the whole fetal brain after chronic PS, and reported differential cell-type and brain-region vulnerability of the developing brain in response to environmental insults during the pregnancy.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-023-09186-8.

## Background

Mental illness has become a significant global problem in the modern society and environmental stress is considered as one of the key risk factors [1]. Fetal brain is particularly sensitive to both internal and external insults during the long and complex development of the central nervous system (CNS), and prenatal stress (PS) is conceptually contribute to the neuropathogenesis of mental disorders through fetal programming [2]. Epidemiological studies reported that individuals with prenatal exposure to severe adverse life events had increased morbidity to neuropsychiatric dysfunctions, including intellectual disability, language impairment, conduct disorder, autism, schizophrenia, and mood disorders [3–5]. For example, retrospective studies on the 1998 North American ice storm reported that children with prenatal exposure had significantly lower score on intelligence and language ability compared to the control cohort [6, 7]. Animal studies have further validated that PS imposes negative influences on the structure and functional connectivity during brain development and increases susceptibility to stress in adulthood [8, 9]. Animals with PS experience demonstrated various neuropsychological behavioral abnormalities, including learning and memory deficits, social dysfunction [10], defensive withdrawal behavior [11], anxiety and depressive-like behaviors [12]. Therefore, PS-mediated adverse effects during early brain development may bear the neurobiological susceptibility for the long-term behavioral deficits on offspring in adulthood.

It has been reported that many factors mediate the harmful effects of PS on the fetal brain through the disturbance of the maternal neuroendocrine system [13]. One of the well-studied factors is the release of excessive glucocorticoids (GCs) caused by stress-induced activation of the hypothalamic-pituitary-adrenal (HPA) axis [14]. Under normal physiological conditions, the placental barrier protects the fetus from high glucocorticoids in pregnant women, primarily relying on the expression of 11beta-hydroxysteroid dehydrogenase type 2 (*11b-HSD-2*) in the placenta [15]. However, both human and animal studies have reported that chronic exposure to PS reduces the expression and activity of 11b-HSD-2 in the placenta and causes a sharp increase of GCs in the fetal brain [16–18]. Consequently, excessive GCs pose detrimental impacts on the development of critical brain regions [19, 20], which leads to the induction of oxidative stress and impairment of energy homeostasis [21–23]. GC receptor (GR) is encoded by *Nr3c1*, which is expressed in the fetal brain and down-regulated after adverse prenatal exposures [24–26]. GR belongs to the nuclear receptor superfamily of transcription factors, which can translocate into the nuclei upon the binding of GCs and affect many target genes, thus may contribute to the functional and structural impairments of multiple stress-sensitive brain regions [27, 28].

Besides the direct action of stress-induced steroid hormones, epigenetic changes also contribute to PS-induced transcriptional abnormalities of the fetal brain [13, 29−31]. Epigenetics refers to the regulation of gene expression without affecting DNA sequences, including many mechanisms like DNA methylation, histone modifications, non-coding RNAs, and chromatin remodeling [32]. Accumulating evidence indicated epigenetic dysregulations in both the fetal and adult brains of the offspring after the exposure of PS [13, 33−35]. For example, PS can induce changes of DNA methylation and histone modifications on promoters to alter gene transcription, such events were reported on *11b-HSD-2*[36, 37], brain-derived neurotrophic factor (*Bdnf*) and tropomyosin receptor kinase B (*TrkB*) [38], glutamic acid decarboxylase *Gad1* and *Gad2*[39], tryptophan hydroxylase 2 (*Tph2*) [40] and *Nr3c1* [25, 41]. Moreover, PS also disrupted the expression of DNA methylation enzymes (DNMT1 and TET1) [38] and histone deacetylases HDAC1 and HDAC2 [42], which may lead to the global disturbance of epigenetic landscape and thus cause genome-wide changes of gene expression. Indeed, besides the changes in the level of gene transcription, for example, genes involved in redox regulation [43], global changes of the general transcriptome were also reported in the fetal brain after PS [44–46]. Moreover, the reduction of O-linked N-acetylglucosamine transferase (OGT) altered the H3K27me3 signal in the placenta and mimicked the effect of PS, which caused a gender-specific transcriptomic disturbance in the fetal hypothalamus [47, 48]. Besides direct impacts on the fetal brain, transcriptomic alterations in adult brain after prenatal exposure of adverse events were reported in animal studies. For example, transcriptomic profiling on adult cortex [46, 49, 50], amygdala [51], and nucleus accumbens [50] in the animal model of maternal immune activation (MIA) identified many gene pathways critical for neurodevelopmental processes, including important genes associated with schizophrenia (SCZ), autism spectrum disorder (ASD) and cognitive phenotypes [52].

Despite many related studies conducted in this field, there is still a lack of systematic analysis of the transcriptome on the fetal brain after PS. Therefore, in the current study, we established a mouse model of PS model by applying chronic unpredictable mild stress (CUMS) during the pregnancy, and performed RNA-seq to examine gene transcription in the whole fetal brain at gestation day 15.5 (E15.5). We further performed cell-type and brain-region enrichment analysis using published single-cell RNA-seq (scRNA-seq) data and Allen in situ hybridization (ISH) data from the developing mouse brain. Our study provided an unbiased dataset for transcriptional alterations in the mouse brain after PS, and revealed distinct vulnerability of the fetal brain in response to stress in a cell-type and brain-region specific manner.

## Results

### Differential expression analysis

In order to study the genome-wide transcriptional changes in the fetal brain after PS, we applied the pregnant female mice with CUMS during pregnancy between E5.5 and E14.5, and then performed RNA-seq using the whole brain (including forebrain, midbrain and hindbrain) harvested at E15.5 (Fig. 1A). Two separate batches with a total of 16 animals (7 “stress” and 9 “control”) from 10 litters were used and both sexes were included. 

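Of these animals, 8 were analysed here, 4 from the control group (females F36 and F37, males M30 and M31) and 4 from the stress group (females F34 and F35, males M28 and M29). By the litter numbers in Table S2, the 4 control brains came from 1 litter and the 4 stressed brains from 1 other litter, so litter and condition cannot be told apart in these 8 animals. Table S2 names no batch for them, and the counts of the other 8 animals were not analysed here. CUMS, a daily change of mild stressors, was applied to the pregnant dam from E5.5 to E14.5, and RNA of each E15.5 brain was sequenced as its own library of paired reads of 100 bases. The authors trimmed the reads with Trim Galore, aligned them to the mouse genome mm10 with TopHat2 2.1.1 and counted read pairs on the exons of each GENCODE gene with featureCounts 1.6.3, without regard to strand. They deposited the raw count of each gene in each brain, without normalization. The total was 27484739 counts in control F36, 28475812 in control F37, 27568437 in control M30 and 28473789 in control M31. It was 27577085 counts in stress F34, 25320109 in stress F35, 28660761 in stress M28 and 29105710 in stress M29. The median total was 28021113 counts in the control group and 28118923 in the stress group, and the totals did not differ between the groups (exact permutation test, two-sided, p = 0.886). From these counts, 17865 of the 54752 listed genes passed edgeR's filter on low counts (minimum count 10, by group). They were normalized by edgeR's TMM method and tested with its quasi-likelihood test, with sex as a covariate and Benjamini-Hochberg adjustment. Expression is given as CPM on the TMM-scaled totals, and the standard error (SE) of a log2 fold change (Log2FC, stress vs. control) is its size divided by the square root of the test's F value. A comparison of 4 brains with 4 can give no exact two-sided permutation p below 0.0286. Because strand was not used, a read pair in exons shared by 2 genes on opposite strands could not be told apart, and the share of a gene's exon bases that another gene covers is given where it exceeds 10%. The intervals and errors given for these brains describe the variation among littermates.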

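For the 8 animals analysed here, Table S2 lists a mean of 34284661 read pairs per library, between 31201230 (stress F35) and 35876334 (stress M29). The paper's mean over its 16 libraries, computed from the same table, is 30394980. The number of genes with at least 1 count was between 26944 (stress F35) and 27366 (stress M28). The 10 genes with the most counts took between 3.58% (control M31) and 3.76% (stress M29) of a library's counts, with no difference between the groups (exact permutation test, two-sided, p = 0.486). Mitochondrial genes took between 2.10% (control M31) and 2.31% (stress M29) of the counts, also without a difference between the groups (exact permutation test, two-sided, p = 0.629). Littermates differed by more than sampling noise. The chi-square statistic per gene, which is near 1 for repeats of one library, was between 1.97 (control F36 against F37) and 6.28 (stress F34 against M29). So no library was a repeat of a littermate's, which is all that this value can show. Each library was counted as 1 replicate because it came from its own brain. Within each group the statistic was lowest between animals of the same sex. Over the 8 brains, edgeR's common biological coefficient of variation was 3.14%.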

Quality control analysis showed high sequencing coverage (on average 30 million paired reads per sample) and low technical variability across samples (Table S2). Clustering heatmap with normalized signal of all detected genes separated all samples by group (Fig. 1B). 

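Clustering was repeated on the DESeq2 rlog values of the 17865 genes in the 8 brains, with Euclidean distance and complete linkage. The first division of the tree separated the 4 females from the 4 males, and each branch held 2 control and 2 stressed brains. The mean distance between brains of different groups was 7.75 and that between brains of the same group 6.52. A difference as large arose in 2 of the 35 ways to divide the 8 brains into 4 and 4 (exact permutation test, p = 0.0571). With the 500 most variable genes this difference fell to 0.36 and was as large or larger in other divisions of the brains (exact permutation test, p = 0.229). The genes on chromosomes X and Y were then left out. On the remaining 17269 genes the first division separated the 4 control from the 4 stressed brains, and no other division of the brains gave as large a difference in distance (exact permutation test, p = 0.0286).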

PCA plot displayed the separation of samples between the stress and control groups (PC1, 46%, PC2, 18%) (Figure S1A). 

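In the 8 brains, PC1 of the rlog values held 38.8% of the variance and PC2 28.2%. Condition accounted for 71.9% of the variation in PC2, on which the stressed brains lay below the control brains of their sex (exact permutation test, two-sided, p = 0.0286). It accounted for 24.2% of the variation in PC1 (exact permutation test, two-sided, p = 0.2). Sex was not part of this test, and within each sex both stressed brains had higher PC1 scores than both control brains. Without the genes on X and Y, condition accounted for 92.4% of the variation in PC1 (exact permutation test, two-sided, p = 0.0286).

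**Figure D1:**
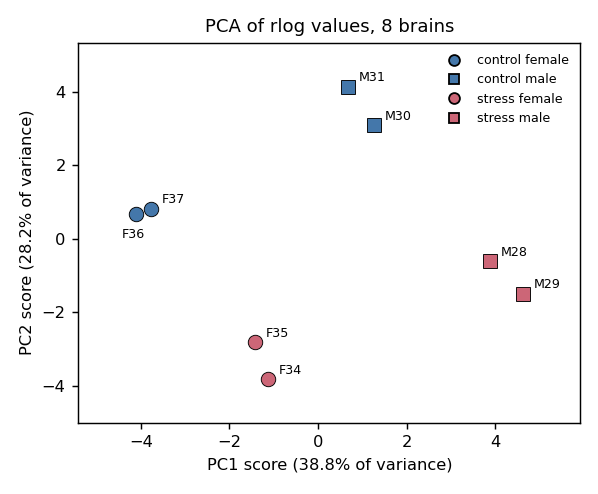
PC1 and PC2 scores of the DESeq2 rlog values of 17865 genes in 8 E15.5 brains, 1 point per brain, circles for females and squares for males. Within each sex the 2 stressed brains lie below and to the right of the 2 control brains, and the stressed females have the lowest PC2 scores, -3.82 (F34) and -2.82 (F35).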

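Genes of the sex chromosomes were read first, as a check of the labels. *Xist*, which is transcribed from the inactive X chromosome, had between 30879 and 35294 counts in the 4 females and between 13 and 22 in the 4 males. Exons of other genes cover 12.6% of its exon bases. *Ddx3y*, on chromosome Y, had between 1503 and 1617 counts in the males and 0 in every female. *Eif2s3y* had between 1846 and 2442 counts in the males and between 0 and 2 in the females, *Kdm5d* between 1712 and 1784 in the males and between 2 and 7 in the females, and *Uty* between 710 and 759 in the males and between 2 and 4 in the females. Of the 25320109 to 28475812 counts in a female library, 3 is the least that can be told from 0. Of the variation in PC1, sex accounted for 74.8% (exact permutation test, two-sided, p = 0.0286). The mean distance between brains of different sex was 7.95 and that between brains of the same sex 6.24, a difference of 1.71 (exact permutation test, p = 0.0286). Without the genes on X and Y this difference was -0.26 (exact permutation test, p = 0.714), so the distance between the sexes came from the genes of the sex chromosomes.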

Notably, there was clearly separation by sex among all the samples, which is in line with the literature that sex difference on the transcriptome level is present in the fetal brain, especially in response to stress or under neuropsychological conditions such as Alzheimer’s disease (AD), schizophrenia, drug abuse, depression, and anxiety [53]. 

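With all 8 brains and sex as a covariate, 1160 genes were higher and 1298 lower in the stress group at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. At an unadjusted p-value under 0.05 the numbers were 2361 and 2439. The alternative that moved these counts most was the fit without stress M29, with 736 genes higher and 854 lower. DESeq2's Wald test in place of edgeR's gave 748 and 911. With each animal left out in turn, between 736 and 1057 genes were higher and between 854 and 1308 lower, and 1187 genes were called in the same direction in all 8 of these fits. In 1937 of the genes called with all 8 brains, every stressed brain lay on the same side of every control brain. Among all genes tested the groups were apart in this way for 16.4%, where chance alone gives 2.86%. All 542 genes of the paper's Table S3A were tested, and each was called here in the direction the paper gives. That list was made from animals that include these 8, so the overlap shows no independent stability. The smallest p-value belonged to *H1f0* (ENSMUSG00000096210.2, chromosome 15, 79028450 to 79030504 of mm10, plus strand), which encodes a linker histone. Its expression was 226 ± 6.34 CPM in the control group and 308 ± 17.1 CPM in the stress group (SD, n = 4 each), a Log2FC of 0.45 (SE 0.03, adjusted p = 2.89e-09 from edgeR's quasi-likelihood test). *H3f3b*, *Cirbp*, *Arrdc3* and *Txnip* followed, with Log2FC values of 0.33, 0.38, 0.41 and 0.42 and the same adjusted p of 1.46e-08 from that test. Exons of other genes cover 19.4% of the exon bases of *Txnip*, and reads of *H3f3b* could be shared with close copies of this histone gene such as *H3f3a*.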

We performed differential expression analysis (sex was included as a covariance) with all the samples and identified a total of 542 significant DEGs (*P*adj < 0.05), including 232 up-regulated and 310 down-regulated genes (Table S3A, Figure S1B). However, as shown on the MA-plot, the change of most significant DEGs was mild with the fold change less than 2-fold (stress vs. control, |Log_2_FC|<1) (Fig. 1C). 

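Of the 2458 genes called in the 8 brains, 2433 had an absolute Log2FC under 1, which is 99.0%, and 25 had 1 or more. The median absolute Log2FC of these genes was 0.18, and the values reached from -1.79 to 2.01. The share was 99.7% with DESeq2 and 97.8% without the filter on low counts. Among the genes whose groups did not overlap, the 5 with the largest rise were *Gm11738*, *Gm14342*, *Gm24119*, *Gm10602* and *Hba-x*, with Log2FC values of 1.16, 1.16, 1.13, 1.11 and 1.09. All but *Hba-x* are predicted genes with at most 48 counts in any brain, and exons of other genes cover 45.7% of the exon bases of *Gm10602* and 11.9% of those of *Gm11738*. *Depp1* fell most in this group of genes, followed by *Gm12783*, *Dnah12*, *Dsc3* and *Adm*, with Log2FC values of -1.26, -1.23, -1.20 and -1.19. For *Gm24119*, the adjusted p-value stayed under 0.05 in 3 of the 8 fits that left out 1 animal, for *Gm10602* in 7, for *Gm12783* in 6, for *Dnah12* in 7 and for *Dsc3* in 5. *Adm* stayed under it in all 8. With DESeq2 the adjusted p-values of *Gm24119*, *Gm10602*, *Gm12783*, *Dnah12* and *Dsc3* were 0.117, 0.0866, 0.0813, 0.0839 and 0.0964, so these 5 genes were not called by that test.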

We picked two DEGs with the largest fold changes: *Tal2* (up-regulated) and *Depp1* (down-regulated), and validated via real-time PCR in a different batch of male and female samples. 

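*Tal2* (ENSMUSG00000028417.3) lies on the plus strand of chromosome 4 of mm10, from 53779705 to 53788712. Its expression was 7.24 ± 0.35 CPM in the control group and 12.2 ± 1.71 CPM in the stress group (SD, n = 4 each). The Log2FC was 0.75 (SE 0.09, adjusted p = 4.19e-06 from edgeR's quasi-likelihood test). Between 194 and 415 read pairs were counted on it per brain. *Depp1* (ENSMUSG00000048489.12) lies on the plus strand of chromosome 6, from 116650609 to 116652794. Its expression was 1.97 ± 0.40 CPM in the control group and 0.65 ± 0.14 CPM in the stress group (SD, n = 4 each), from 11 to 65 read pairs per brain. The Log2FC was -1.58 (SE 0.20, adjusted p = 1.37e-05 from the same test). For both genes every stressed brain lay on one side of every control brain (exact permutation test, two-sided, p = 0.0286 each). With each animal left out in turn, the Log2FC stayed between 0.65 and 0.85 for *Tal2* and between -1.69 and -1.39 for *Depp1*, and the adjusted p-value never exceeded 0.000151. In the 8 brains *Depp1* ranked 2 among the down-regulated genes by Log2FC and *Tal2* ranked 37 among the up-regulated ones. In the paper's Table S3A each ranks 1 in its direction.

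**Figure D2:**
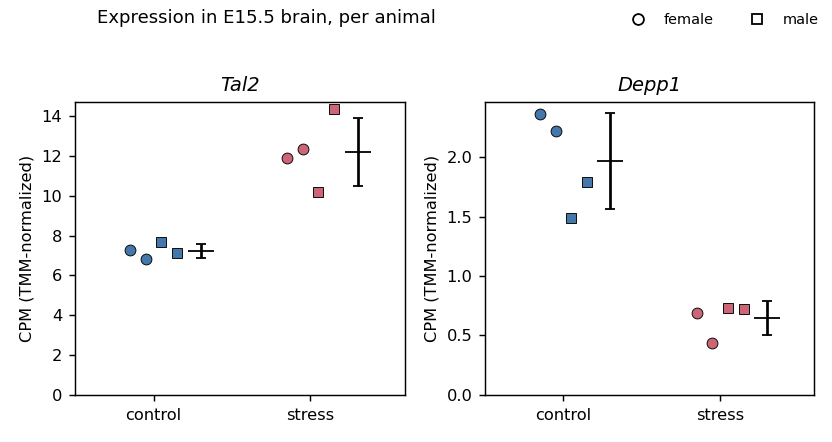
Expression of *Tal2* (left) and *Depp1* (right) in CPM on TMM-scaled totals, 1 point per brain, circles for females and squares for males, with the mean and SD of the 4 brains of each group at the right of the points. *Tal2* lies between 6.84 and 7.69 CPM in the control brains and between 10.2 and 14.3 CPM in the stressed brains. *Depp1* lies between 1.49 and 2.37 CPM and between 0.43 and 0.73 CPM.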

*Tal2* was significantly increased in both males and females. *Depp1* was decreased in both sexes, but only reached significance in males (Fig. 1D). We, therefore, separated all the samples by sex and analyzed again. With the cutoff of *P*adj < 0.05, significant DEGs (46 up-regulated, 82-down-regulated) were only detected in males (Table S3C), but not in females. 

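Fitted on the 4 males alone (2 control, 2 stress), edgeR's quasi-likelihood test called 664 genes up-regulated and 869 down-regulated at an adjusted p-value under 0.05. Fitted on the 4 females alone, it called 295 and 407. The numbers of calls in the sexes are not a test of a difference between them. They moved with the test. DESeq2 on the same animals called 132 up- and 245 down-regulated genes in males and 44 and 81 in females. Without the filter on low counts edgeR called 0 genes in males, with 1668 up- and 1917 down-regulated at an unadjusted p-value under 0.05, and 256 and 461 genes in females. On simulated counts for 4 animals of 1 sex with 200 genes changed by an absolute Log2FC of 0.5, edgeR recovered 77.5% of these with 8 false calls. DESeq2 recovered 61.5% with 3. The genes called with all 8 brains had a median absolute Log2FC of 0.18, and recovery was not simulated for changes of that size. With 2 brains per group an exact permutation test cannot give a p below 0.333, so no gene has an exact test within 1 sex. *Tal2* rose in both sexes, with a Log2FC of 0.73 (SE 0.12) in males and 0.78 (SE 0.11) in females. *Depp1* fell in both, with a Log2FC of -1.17 (SE 0.28) in males and -2.01 (SE 0.28) in females.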

Alternatively, we used less stringent cutoff of *P* < 0.05 and detected 163 up-regulated, 276-down-regulated genes in females (Table S3E). 

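At an unadjusted p-value under 0.05, 1525 genes were up-regulated and 1656 down-regulated in the 4 females analysed here, among 17969 genes tested. In the 4 males the numbers were 1891 and 2064 among 18057 genes tested. With DESeq2 the female counts were 627 and 749 and the male counts 849 and 1066.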

Both sex-specific DEGs were largely overlapped with DEGs from the merged analysis (Figure S2A, D). 

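Of the 664 up-regulated genes of the males, 537 (80.9%) were also up-regulated in the fit of all 8 animals, and of the 869 down-regulated genes 730 (84.0%) were also down-regulated. Of the 295 up-regulated genes of the females, 268 (90.8%) were shared with that fit, and of the 407 down-regulated genes 357 (87.7%). For the female genes at an unadjusted p-value under 0.05, the shares were 57.8% for up-regulated and 59.1% for down-regulated genes. A gene picked at random from those tested in all animals has a chance of 6.49% to be among the up-regulated genes and of 7.27% to be among the down-regulated ones. The animals of each sex are part of the fit of all 8, so the fits are not independent. The males and the females are separate animals, and 384 genes were called in the same direction in both. Within a condition they are littermates, however, so a difference between the litters would also appear in both sexes.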

We further validated *Shank3*, an important ASD (Autism spectrum disorder) risk gene that is critically involved in regulating synaptic plasticity, and found it was significantly decreased in the stressed males, but not in females (Fig. 1D).

**Fig. 1:**
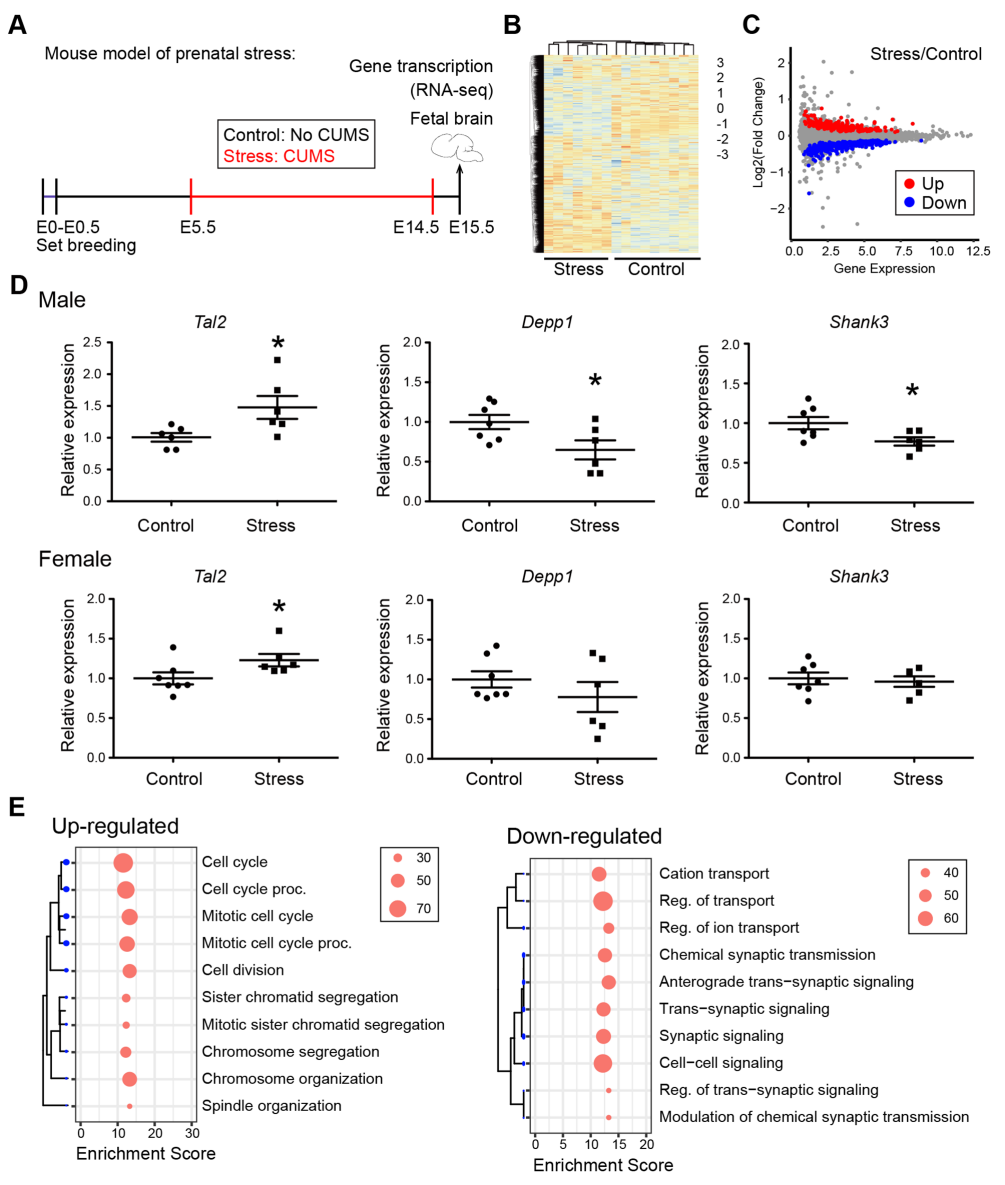
Transcriptomic profiling of the fetal brain after PS. (**A**) Mouse model of chronic prenatal stress. C57BL/6slac mice were used to set up timed pregnancy and plugged females were exposed to chronic unexpected mild stress (CUMS) between E5.5 and E14.5 (“Stress” group). Mice without CUMS exposure were used as controls (“Control” group). Whole fetal brains were collected at E15.5 for RNA-seq. (**B**) Clustered heatmap. N = 9 control/7 stress from 10 litters. (**C**) MA plot. Red, up-regulated genes; blue, down-regulated genes. Stress vs. Control, Padj < 0.05. (**D**) qRT-PCR validation in males and females, respectively. N = 6–7/group. Mean ± SEM. *P < 0.05, Unpaired t-test, one-tailed. (**E**) ShinyGO analysis (“Biological Process”) of up- and down-regulated genes. The size of dot indicates the number of genes in the enriched pathway. Enrichment score calculated as -Log10FDR.

Next, we performed gene ontology (GO) analysis of the overall DEGs with ShinyGO. 

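Of 7 genes for cyclins and their kinases (*Ccna2*, *Ccnb1*, *Ccnb2*, *Ccnd2*, *Ccnf*, *Cdk1*, *Cdk4*) and 5 for cell division (*Cdc20*, *Cdc42ep2*, *Cdca2*, *Cdca3*, *Cdca4*), 11 were up-regulated in the 8 brains with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and *Cdc42ep2* was down-regulated. *Cdca3* (chromosome 6, 124829547 to 124833701, plus strand) rose most, from 27.5 ± 0.48 CPM in the control group to 35.8 ± 3.19 CPM in the stress group (SD, n = 4 each), a Log2FC of 0.38 (SE 0.05, adjusted p = 8.40e-06). *Ccnd2* rose least, with a Log2FC of 0.13 (SE 0.03, adjusted p = 0.00198 from the same test). *Ccnb1* (chromosome 13, 100778650 to 100786570, minus strand) had a Log2FC of 0.26 (SE 0.04) and *Cdk1* of 0.23 (SE 0.05). *Cdc42ep2*, which encodes an effector of the GTPase CDC42, had a Log2FC of -0.31 (SE 0.06, adjusted p = 0.00125 from the same test), and the paper's Table S3A gives -0.31 as well. For each of the 12 genes the groups did not overlap. Exons of other genes cover 19.7% of the exon bases of *Cdk4* and 12.5% of those of *Ccna2*. In the Reactome cell cycle set, 113 of the 449 genes tested were up-regulated and 9 down-regulated, and up-regulated genes were over-represented against all genes tested (Fisher's exact test, one-sided, p = 1.96e-37).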

We found the up-regulated genes were highly enriched in the pathways related to cell cycle (Fig. 1E, left panel), including many cyclin genes (*Ccna2*, *Ccnb1*, *Ccnb2*, *Ccnd2*, *Ccnf*, *Cdk1*, *Cdk4*) and cell-division genes (*Cdc20*, *Cdc42ep2, Cdca2*, *Cdca3*, *Cdca4*) (Table S3B). In line with it, Homer motif enrichment analysis on the promoters of these up-regulated DEGs identified several motifs for critical transcription factors involved in the regulation of cell-cycle-dependent genes (Figure S3A), including the nuclear factor Y (NFY) motif (CCAAT box) [54], the cell cycle genes homology region CHR promoter element (5’-TTTGAA-3’) [55], and the binding sites for E2F transcription factors [56]. Moreover, we found the down-regulated DEGs were highly enriched in the neuronal pathways, especially those related to the synaptic transmission (Fig. 1E, right panel), including several genes essential for synaptic structure and function, including *Syn1*, *Syn2*, *Syngr1*, *Syngr3*, *Syp*, *Syt17* (Table S3B). These genes can be differentially regulated in response to stress and are highly associated with various neuropsychological disorders [57–59]. 

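All 6 synaptic genes named were down-regulated in the 8 brains with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, and for each of them the groups did not overlap. *Syngr1* (chromosome 15, 80091334 to 80119501, plus strand) fell from 116 ± 2.35 CPM in the control group to 98.4 ± 3.62 CPM in the stress group (SD, n = 4 each), a Log2FC of -0.24 (SE 0.03, adjusted p = 8.94e-06). *Syp* (chromosome X, 7638471 to 7653256, plus strand) fell from 159.9 ± 3.63 CPM to 141 ± 1.72 CPM, a Log2FC of -0.18 (SE 0.03, adjusted p = 7.51e-05 from the same test). Exons of other genes cover 16.8% of its exon bases. The largest fall was that of *Syt17*, with a Log2FC of -0.32 (SE 0.07, adjusted p = 0.00165 from the same test). *Syn1*, *Syn2* and *Syngr3* had Log2FC values of -0.18, -0.20 and -0.25. In the Reactome set for transmission across chemical synapses, 55 of the 168 genes tested were down-regulated and 0 up-regulated, and down-regulated genes were over-represented against all genes tested (Fisher's exact test, one-sided, p = 2.30e-22).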

Homer motif analysis on the promoters of the down-regulated DEGs identified significantly enriched motifs for NFkB, Zfp57, and Twist1 (Figure S3B). Recent study indicated that TWIST1 participated in dendritic remodeling and chronic stress-induced depressive behaviors [60]. Notably, “cell cycle” and “synaptic signaling” were the only two clusters of functional enriched pathways when GO analysis was performed using all the DEGs together (Figure S1C), and were also enriched for the DEGs from male-only and female-only analysis (Figure S2B, C, E, F, Table S3D, F).

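GO terms were not used here. The mean log2 CPM of a set of genes was taken as its score in each brain. The score of the 12 named cell cycle genes was 0.26 higher in the stressed males than in the control males and 0.14 higher in the stressed females than in the control females. That of the 6 named synaptic genes fell by 0.24 in males and by 0.22 in females. The Reactome cell cycle set differed by 0.10 in males and 0.07 in females, and the Reactome set for transmission across chemical synapses by -0.12 and -0.08. With 2 brains per group in each sex, these differences carry no exact test of their own.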

### Gene-set enrichment analysis

Alternatively, we performed the Gene Set Enrichment Analysis (GSEA) to identify differential KEGG pathways associated with the “stress” condition (Fig. 2, Table S4). We found in total 3 gene sets positively associated with the stress group (normalized Enrichment Score > 0, *P* < 0.05) (Fig. 2A). Consistent with abovementioned GO analysis on the DEGs, the “Cell cycle” pathway was highly enriched in the stress group, although it did not reach the significance of FDR < 0.05 (Fig. 2B, C), suggesting promoted cell proliferation in the fetal brain after PS. In addition, we found 22 gene sets negatively associated with the stress group (normalized Enrichment Score < 0, *P* < 0.05), and among them 7 gene sets reached the statistical significance (FDR < 0.05) (Fig. 2A). 

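KEGG sets were not used here, and cell cycle genes were scored with published lists of S-phase and G2/M genes and with Reactome. The mean log2 CPM of 43 S-phase genes was 4.64 ± 0.03 in the control group and 4.80 ± 0.05 in the stress group (SD, n = 4 each), a difference of 0.16. For 54 G2/M genes it was 5.35 ± 0.04 and 5.55 ± 0.06, a difference of 0.20. For the Reactome cell cycle set of 449 genes it was 5.41 ± 0.0093 and 5.49 ± 0.02, a difference of 0.08. In each of these sets every stressed brain was higher than every control brain (exact permutation test, two-sided, p = 0.0286 each, 0.05 after Benjamini-Hochberg adjustment over 35 sets). Of the S-phase genes 40 were higher and 3 lower in the stress group, and of the G2/M genes 52 were higher and 2 lower. Against all other genes, camera gave adjusted p-values of 1.18e-15 for the S-phase genes, 2.54e-35 for the G2/M genes and 9.95e-14 for the Reactome set. The difference of the G2/M score was between 0.09 with rlog values and 0.28 with the median over the genes in place of the mean. From the enrichment of cell cycle genes in the stress group, the paper proposes that cell proliferation is promoted in the fetal brain after PS.

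**Figure D3:**
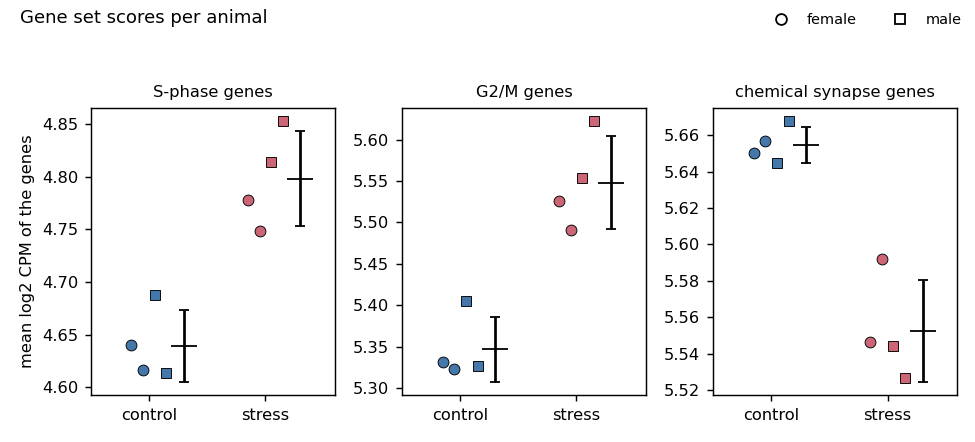
Mean log2 CPM of S-phase genes (left), G2/M genes (middle) and genes of transmission across chemical synapses (right), 1 point per brain, circles for females and squares for males, with the mean and SD of the 4 brains of each group at the right of the points. The vertical axes do not start at 0. In each panel the 4 stressed brains lie apart from the 4 control brains, higher by 0.16 and 0.20 on average in the cell cycle panels and lower in the synapse panel, with a difference of -0.10.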

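Among 707 Reactome sets of 15 to 500 genes, camera called 169 higher and 115 lower in the stress group at an adjusted p-value under 0.05. Of the 35 divisions of the 8 brains into 4 and 4, the real one included, 8 gave at least 284. The other 7 differ from the real division by the exchange of 1 animal, and the 18 divisions with 2 animals of each group on either side gave at most 193. The score of the chemical synapse set was 5.65 ± 0.01 in the control group and 5.55 ± 0.03 in the stress group (SD, n = 4 each), a difference of -0.10 (exact permutation test, two-sided, p = 0.0286, 0.05 after adjustment over 35 sets). Camera gave it an adjusted p of 2.24e-15. For the wider neuronal system set of 235 genes the difference was also -0.10 (exact permutation test, two-sided, p = 0.0286). Of its genes, 190 were lower and 45 higher in the stress group.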

The top 10 pathways that were down-regulated in the stress group were critically involved in neuronal communication (Neuroactive ligand-receptor interaction, Retrograde endocannabinoid signaling, Cholinergic synapse) and cell signaling transduction (MAPK signaling, Ras signaling, Rap1 signaling, Phospholipase D signaling, PI3K-Akt signaling) (Fig. 2B, D). Accumulating evidence has linked PS experience with the impairment of synaptic plasticity and increased susceptibility of various mental disorders [61]. In the future study, it will be of interest to explore whether the observed dysregulation of gene expression in the fetal brain would contribute to the functional deficits in adulthood.

**Fig. 2:**
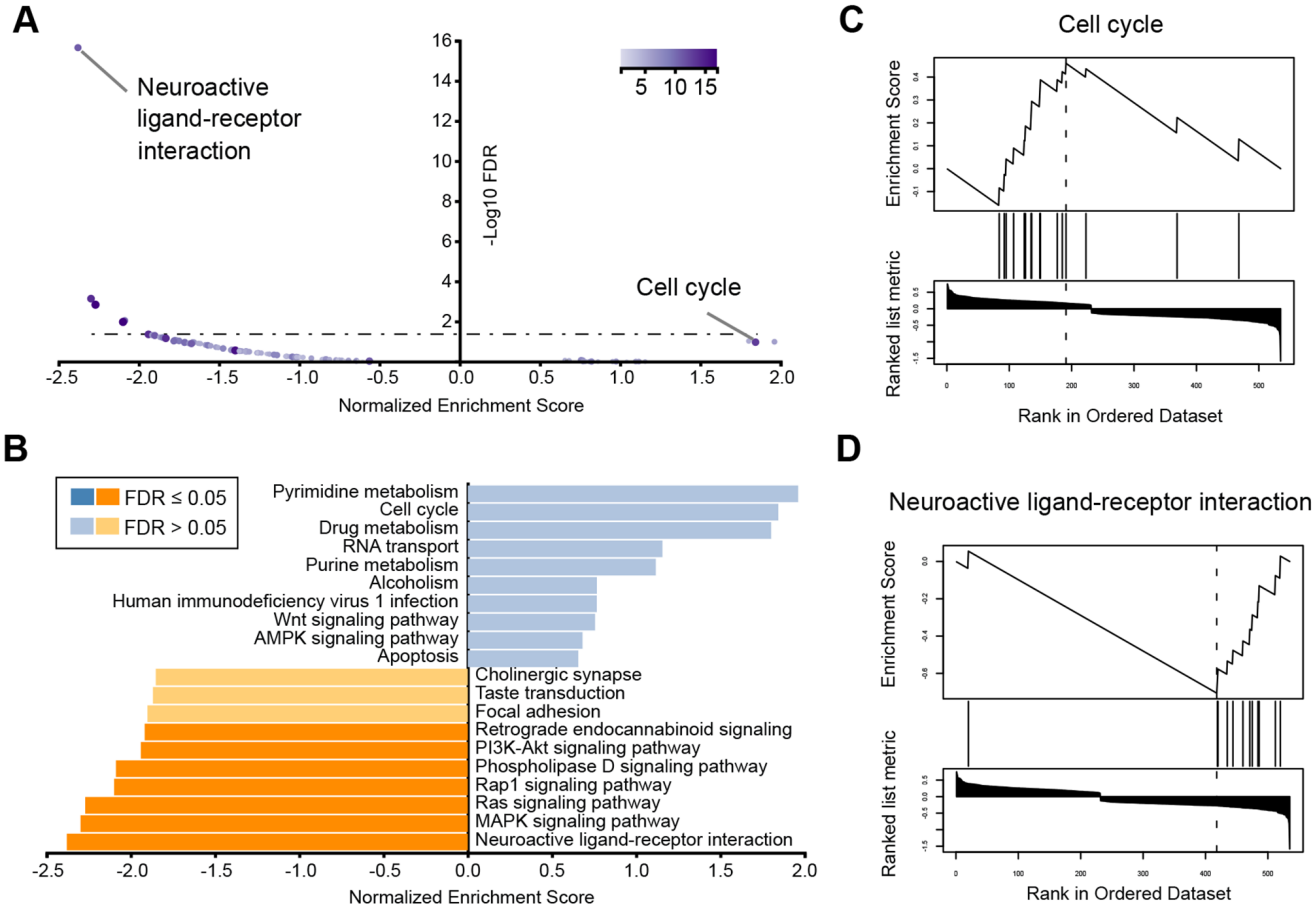
GSEA analysis of transcriptome in the fetal brain after PS. (**A**) Dot plot shows the pathway enrichment significance. Color key for number of genes in each pathway. (**B**) KEGG pathway enrichment (Stress vs. Control). Orange, gene sets positively associated with the Stress group. Blue, gene sets negatively associated with the Stress group. Top 10 pathways were shown. (**C**, **D**) The enrichment plots of “Cell cycle” (up-regulated) and “Neuroactive ligand-receptor interaction” (down-regulated) pathways

### Cell-type specific analysis

Neurogenesis is the key event that occurred during the early brain development, which consists of two major steps, proliferation of neural stem cells (also known as radial glia) and differentiation of postmitotic neurons. Interestingly, our data indicated that PS induced differential gene expression coupled with these two distinct processes, in which the up-regulated DEGs were highly associated with the regulation of cell proliferation, while the down-regulated DEGs involved in multiple critical functions of differentiated neurons (Figs. 1 and 2). We speculated that different type of cells in the fetal brain might be responsible for the differential effects. Therefore, we performed cell-type enrichment analysis using published scRNA-seq dataset [62] from the mouse fetal brain to extract the cell-type specific information from our current bulk RNA-seq data (Fig. 3, Table S5). This scRNA-seq dataset includes mass information for the whole fetal brain at multiple development time points [62]. We took out the data at E15.5 and identified 16 major classes of cells via unsupervised clustering analysis, covering the majority of known cell types in the fetal brain (Fig. 3A). We then applied the DEGs from the current bulk RNA-seq to this single-cell map, and performed cell-type enrichment analysis for the up- and down-regulated DEGs, respectively. In line with the functional enrichment analysis, we found the up-regulated DEGs were significantly enriched in the dividing cells including radial glia (neural stem cells) and mesenchyme stem cells, which can give rise to cells critical for brain-blood barrier integrity (Fig. 3B, Table S5A). 

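The single-cell data were not used here, and lists of marker genes for each class were scored in the 8 brains in their place. Of 8 radial glia markers, 5 were up-regulated at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test and 0 down-regulated. Their mean log2 CPM was 6.10 ± 0.06 in the control group and 6.17 ± 0.07 in the stress group (SD, n = 4 each), a difference of 0.07 with overlap between the groups (exact permutation test, two-sided, p = 0.257). Of the 4 fibroblast markers tested, which stand for mesenchyme, 3 were up-regulated. Their score was 1.72 ± 0.57 in the control group and 2.58 ± 0.80 in the stress group (SD, n = 4 each), again with overlap between the groups (exact permutation test, two-sided, p = 0.143). Against other genes, limma's camera called the fibroblast markers higher (adjusted p = 0.00251), and of the 35 divisions of the brains into 4 and 4, 13 gave a camera p as small.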

Likewise, the down-regulated DEGs were primarily enriched in neurons and ependymal cells, which is considered as the 4th type of glia that line the ventricles of the brain (Fig. 3C, Table S5B). 

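Of 10 neuron markers in the 8 brains, 6 were down-regulated at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 0 were up-regulated, and all 10 were lower in the stress group. Of 3 ependymal markers tested, 0 were called, although all 3 were lower. Their score was 1.40 ± 0.10 in the control group and 1.14 ± 0.23 in the stress group (SD, n = 4 each), with overlap between the groups (exact permutation test, two-sided, p = 0.114).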

More detailed information about subclasses of cell types was including in the supplementary tables (Table S5C-D). Consistently, the up-regulated DEGs were highly enriched in all types of radial glia, as well as neuroblast, glioblast and angioblast, which are different types of precursors in CNS. Immune cells like cycling microglia was also on the top of the list for the down-regulated DEGs. The down-regulated DEGs, as expected, were enriched in multiple type of neurons from mixed regions of brain, including Cajal-Retzius, GABAergic, glutamatergic, glycinergic, serotonergic and dopaminergic neurons. Together, this implied the unique cell-type specificity for differentially transcriptional regulation in the fetal brain in response to PS.

**Fig. 3:**
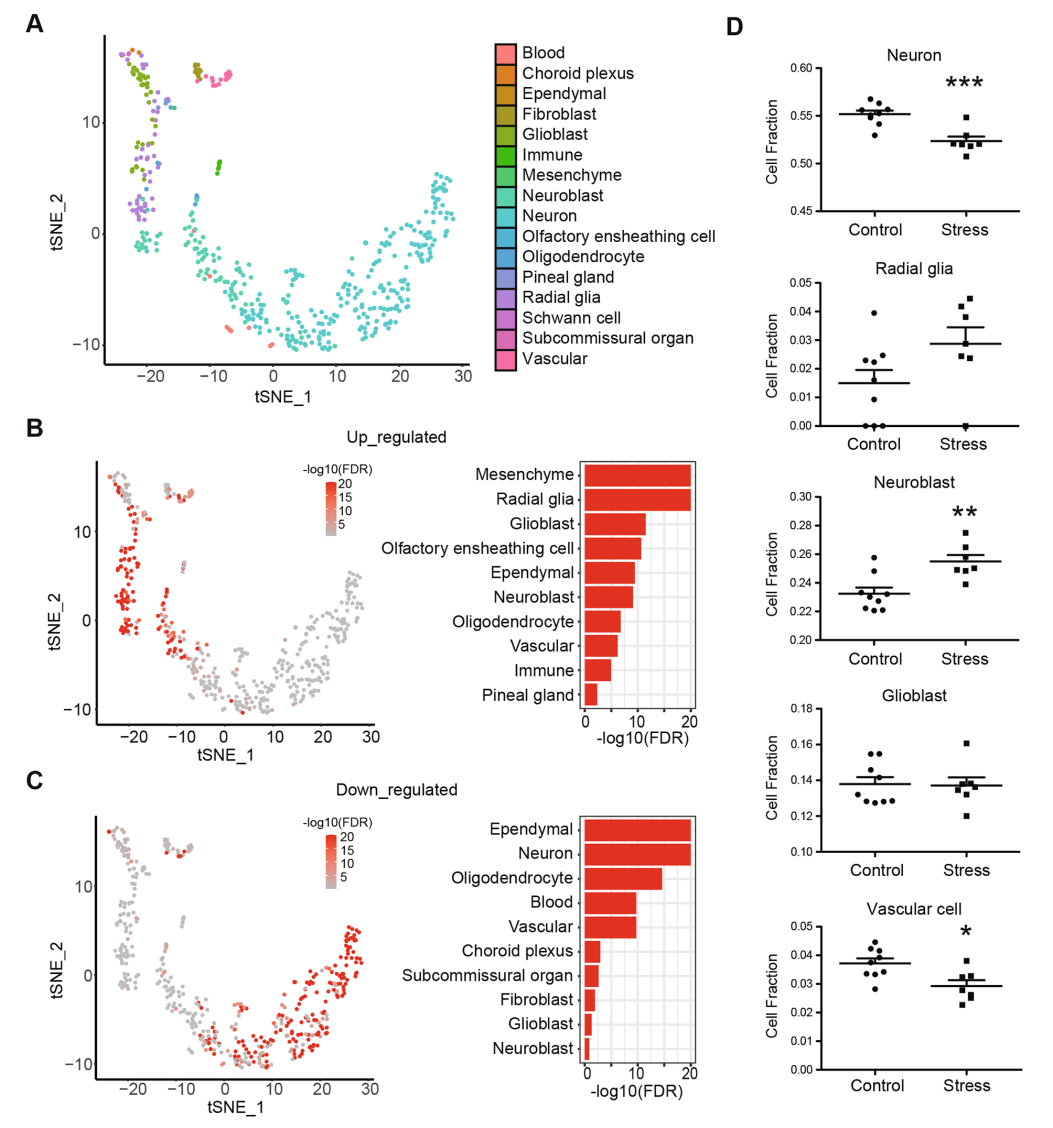
Integrative analysis of bulk RNA-seq and scRNA-seq. (**A-C**) Cell-type enrichment analysis of differentially expressed genes. (**A**) t-SNE plot shows cluster assignments of cells using published scRNA-seq data in mouse fetal brain at E15.5. (**B-C**) t-SNE plots and cell-type enrichment score for (**B**) up- and (**C**) down-regulated DEGs (FDR < 0.05). Notice up-regulated DEGs are highly enriched in the radial glia, while for down-regulated DEGs are enriched in the neurons. (**D**) Cell-type deconvolution analysis. Bar graphs show cell fractions (neuron, radial glia, neuroblast, gliobalst, vascular cell) in the control and stressed fetal brains. Notice significant decrease of neuron and decrease of neuroblast in the stressed brain. N = 9 control, 7 stress. Mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001. Unpaired t-test

Gene transcription is critically involved in the cell-fate decision during brain development. Therefore, transcriptional alterations of cell-type specific genes may also influence the cell composition in the fetal brain in response to PS. For example, the observed up-regulation of cell-cycle genes may increase cell proliferation and thus may increase the absolute number of dividing cells in the stressed brains. To check whether cell composition was altered in response to PS, we performed cell deconvolution analysis of our bulk RNA-seq using the same set of scRNA-seq data. As showed in Table S6, the major cell populations in the fetal brain at E15.5 are neurons (53.94%), neuroblasts (24.23%) and glioblasts (13.75%) (Figure S4A), which reflects the peak of neurogenesis at this stage. Notably, as compared to the control, there was a subtle but very significant decrease (*P* < 0.001) of the fraction of neuron in the stressed group (Fig. 3D). 

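For the 8 animals analysed here, the paper's fractions in Table S6 were 55.2 ± 0.70% neurons in the control group and 52.6 ± 1.74% in the stress group (SD, n = 4 each; exact permutation test, two-sided, p = 0.0571). The mean log2 CPM of 10 neuron markers in the same brains was 8.68 ± 0.01 in the control group and 8.59 ± 0.05 in the stress group (SD, n = 4 each). The difference of -0.09 was larger than the spread, with every stressed brain below every control brain (exact permutation test, two-sided, p = 0.0286, 0.05 after Benjamini-Hochberg adjustment over 35 sets). With the median over the markers in place of the mean, the difference was -0.08 (exact permutation test, two-sided, p = 0.0857). Camera gave the markers an adjusted p of 0.000221 against other genes, and a p as small arose in 4 of the 35 divisions of the brains into 4 and 4.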

Different from differentiated neurons, the alterations in dividing cells were more complex. On average, radial glia only account for 2.1% in our dataset, and there was a trend (*P* = 0.0783) of increase in the stress group (Fig. 3D). 

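In Table S6 the paper's radial glia fraction of the 8 animals analysed here was 2.74 ± 0.81% in the control group and 3.47 ± 1.01% in the stress group (SD, n = 4 each; exact permutation test, two-sided, p = 0.2). Camera on the 8 radial glia markers gave an adjusted p of 0.00338 for higher expression in the stress group, and a p as small arose in 6 of the 35 divisions of the brains into 4 and 4.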

Radial glia are neural stem cells that can give rise to both neuroblasts and glioblasts, which further generate neurons and glia, respectively. Interestingly, while the fraction of neuroblast was significantly increased (*P* < 0.01) in the stressed group, there was no significant change for glioblast (Fig. 3D). Moreover, the fraction of vascular cell, which includes angioblast, pericyte and endothelial cell, was significantly decreased (*P* < 0.05) (Fig. 3D). 

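The mean log2 CPM of 10 neuroblast markers was 5.20 ± 0.07 in the control group and 5.39 ± 0.09 in the stress group (SD, n = 4 each), a difference of 0.19 (exact permutation test, two-sided, p = 0.0286, 0.05 after Benjamini-Hochberg adjustment over 35 sets). All 10 markers were higher in the stress group and 7 were up-regulated at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. With the median over the markers in place of the mean, the difference was 0.17 (exact permutation test, two-sided, p = 0.0571). The score of 6 glioblast markers was 5.62 ± 0.03 in the control group and 5.57 ± 0.08 in the stress group (SD, n = 4 each), with overlap between the groups (exact permutation test, two-sided, p = 0.371). With rlog values the glioblast difference was -0.02 and the groups did not overlap (exact permutation test, two-sided, p = 0.0286). The paper's fractions of the same 8 animals were 22.9 ± 0.56% and 25.3 ± 0.79% for neuroblasts (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286). For glioblasts they were 12.9 ± 0.21% and 13.1 ± 0.79% (SD, n = 4 each; exact permutation test, two-sided, p = 0.686).

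**Figure D4:**
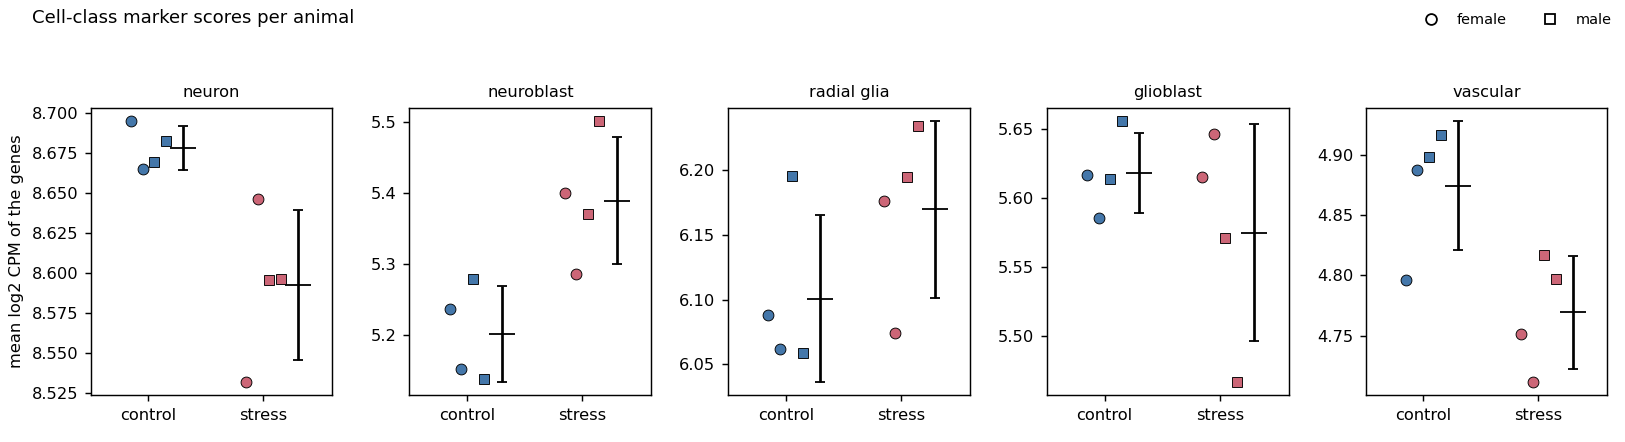
Mean log2 CPM of the marker genes of neurons, neuroblasts, radial glia, glioblasts and vascular cells, 1 point per brain, circles for females and squares for males, with the mean and SD of the 4 brains of each group at the right of the points. The vertical axes do not start at 0. The groups do not overlap for neurons and neuroblasts, and they overlap for radial glia, glioblasts and vascular cells.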

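The score of 8 vascular markers was 4.87 ± 0.05 in the control group and 4.77 ± 0.05 in the stress group (SD, n = 4 each). The groups overlapped, and the difference of -0.11 was not past the threshold of the test over brains (exact permutation test, two-sided, p = 0.0857). This test took no account of sex. The overlap was that of control F36 with the stressed males, and within each sex both stressed brains were lower than both control brains. With 2 brains per group in each sex, this order has no exact test of its own. Against other genes, the set was called lower by limma's camera (adjusted p = 0.00743) and by fgsea (adjusted p = 0.0475). Of the 8 markers 7 were lower in the stress group, and 3 of them were down-regulated at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. The paper's vascular fraction of the same 8 animals was 3.77 ± 0.49% in the control group and 2.80 ± 0.34% in the stress group (SD, n = 4 each; exact permutation test, two-sided, p = 0.0286).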

No significant change was observed for olfactory ensheathing cell or blood cell (Figure S4B). 

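In the 8 animals analysed here, the score of 4 olfactory ensheathing cell markers was 3.26 ± 0.09 in the control group and 3.26 ± 0.14 in the stress group (SD, n = 4 each; exact permutation test, two-sided, p = 1). The score of 7 blood markers was 4.40 ± 0.16 and 4.43 ± 0.10 (SD, n = 4 each; exact permutation test, two-sided, p = 0.8).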

Overall, this implied compromised neurogenesis in the stressed fetal brain with the arrestment at the stage of neural precursors, which failed to commit cell differentiation towards neuronal lineage.

### Brain-region mapping of DEGs

Brain is one of the most vulnerable organs under stress and some brain regions in the forebrain have been heavily studied in previous studies, including prefrontal cortex (PFC), hippocampus, and amygdala [63–66]. Meanwhile, other brain regions are also critically involved in the response to stress, for example, the ventral tegmental area (VTA) in the midbrain [67] and the nucleus of the solitary tract (NTS, solitary nucleus) in the dorsomedial medulla [68]. In our current study, we used the whole fetal brain to study the transcriptomic alteration after PS. To extract the potential brain-region specific information, we mapped the DEGs onto the Allen developing mouse brain atlas (sagittal sections, from lateral to midline) (Figure S5) and visualized the expression pattern using the available ISH data at E15.5. Interestingly, the brain-region expression pattern was remarkably different between the up- and down-regulated DEGs (Fig. 4). The signals of up-regulated DEGs were primarily enriched in the dorsal part of the forebrain, including cortical plate and hippocampal formation (Fig. 4A, C, E, G, I). This is consistent with the finding that up-regulated DEGs were enriched in the radial glia and the cell-cycle pathways, as neurogenesis is particularly active in neocortex at this developmental stage. Surprisingly, there was relatively low signal of the down-regulated DEGs in the cortical plate. Rather, these genes were preferentially enriched in the ventral part of the fetal brain, especially in the midbrain and hindbrain (Fig. 4B, D, F, H, J). This might be explained by the fact that brain regions in the mid-and hind-brain develop much earlier as compared to the forebrain, therefore, most of the cells in these regions already exit the cell-cycle and undergo differentiation at E15.5. This is also in line with the cell-type and functional enrichment for the down-regulated DEGs, which were primarily affecting cell communication and signaling transduction in neurons.

**Fig. 4:**
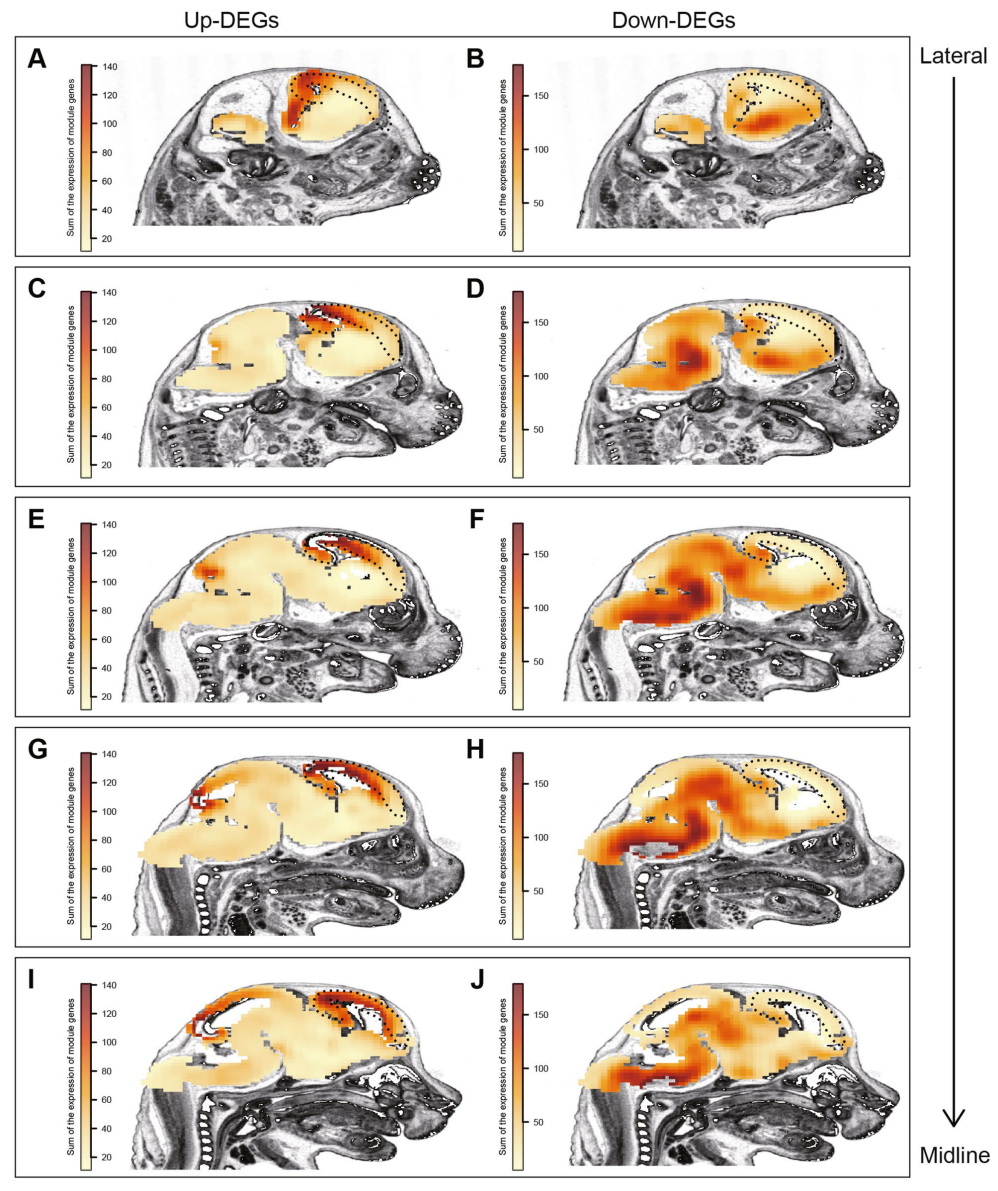
Brain region mapping for differential expressed genes in response to PS. Visualization of the expression pattern for (**A, C, E, G, I**) up- and (**B, D, F, H, J**) down-regulated genes on the Allen developing mouse brain at E15.5 (sagittal section from lateral to midline). Dashed-line circles cortical plate and hippocampal formation. Notice distinct expression pattern between up- and down-regulated DEGs, in which up-regulated genes are primarily enriched in the dorsal forebrain, while down-regulated genes in the ventral mid- and hind-brains

## Discussion

In the current study, we first established a mouse model of PS in which the pregnant females were exposed to CUMS from E5.5 to E14.5, the most critical period of neurogenesis in the early brain development. We then collected the whole brains from the offspring at E15.5 and performed RNA-seq to analyze the transcriptomic difference between the stressed brains and controls. Genome-wide alterations on the gene expression were observed in the stressed brain as compared to the controls, although the fold change of individual gene was relatively small. GO analysis revealed distinct enriched functional pathways for up- and down-regulated DEGs, respectively. The up-regulated DEGs were primarily enriched in the cell cycle pathways, while the down-regulated DEGs were significantly enriched in multiple pathways related to neuronal functions, especially the synaptic communication. Next, we performed cell-type enrichment analysis using published scRNA-seq of the mouse fetal brain, and found that the up-regulated DEGs showed high enrichment in radial glia, while the down-regulated DEGs enriched in different type of neurons. Cell deconvolution analysis also showed alterations of cell fraction in the stressed brain, indicating accumulation of neuroblast and impaired transition to the neuronal lineage. Moreover, spatial mapping on the developing Allen brain atlas revealed distinct expression pattern for up-and down-regulated DEGs. The up-regulated DEGs were mainly expressed in the dorsal forebrain including the cortical plate and hippocampus. Surprisingly, the signal of down-regulated DEGs were largely located on the ventral part of the fetal brain, especially the midbrain and hindbrain. Taken together, our study provided an unbiased transcriptomic data source and revealed high cell-type- and brain-region-specificity in the fetal brain in response to PS.

The detrimental effect on the brain after excessive exposure to GC is primarily mediated by its receptor GR, which is best studied in the model of maternal care [69, 70]. The promoter of *Nr3c1* was hypermethylated and its expression was down-regulated in the hippocampus of offspring with a lack of good maternal care, which blunted the negative feedback regulation of the HPA-axis and contributed to a decreased resilience to stress in adulthood [70]. 

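*Nr3c1* (ENSMUSG00000024431.14), which encodes the glucocorticoid receptor GR, lies on the minus strand of chromosome 18 of mm10, from 39410545 to 39491301. In the 8 brains analysed here its expression was 16.0 ± 0.65 CPM in the control group and 13.8 ± 0.49 CPM in the stress group (SD, n = 4 each), from 360 to 465 read pairs per brain. The Log2FC was -0.21 (SE 0.06, p = 0.00115 and adjusted p = 0.0143 from edgeR's quasi-likelihood test), and every stressed brain was lower than every control brain (exact permutation test, two-sided, p = 0.0286). With DESeq2 the Log2FC was also -0.21, with an adjusted p of 0.0555. With each animal left out in turn it stayed between -0.24 and -0.19, and the adjusted p-value of edgeR's test was under 0.05 in 6 of the 8 fits. Within each sex the adjusted p-value of edgeR's test was 0.0685 in males, with a Log2FC of -0.23, and 0.272 in females, with a Log2FC of -0.19.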

In our current study, down-regulation of *Nr3c1* was also observed in the stressed fetal brain, although the change was very subtle (Log_2_FC = -0.21, *P* = 0.0085, Stress vs. Control, all animals). We checked *Nr3c1* in the mouse developing brain on Allen brain atlas and found its expression is only present in a limited number of cells at E15.5, particularly in the midbrain and hindbrain. Therefore, GC might specifically affect specific types of neurons in specific brain regions at the embryonic stage, and such effect was diluted when we used the whole brain as starting material. On the other hand, this is in line with our data showing the down-regulated genes that are essential for neuronal functions were highly enriched in the midbrain and hindbrain. It will be interesting to identify these *Nr3c1*/GR positive cells and figure out whether these are the critical cells directly mediating the negative effect of PS on the fetal brain.

Numerous studies using animal models of PS reported neurodevelopmental impairments and long-lasting deficits in adulthood [4, 5, 71, 72]. For example, it has been reported that multiple aspects of neurodevelopment were compromised in a rat model of PS, including neurogenesis, migration, differentiation and synapse refinement, accompanied by long-term changes in the dopamine sensitivity of offspring in adulthood [73]. Consistent with the published literatures, both differential expression analysis and GSEA of our current RNA-seq data suggested the PS-induced dysregulation of genes in the fetal brain, which are essential for neurodevelopment. Notably, many genes in the cell cycle pathway were up-regulated in the stressed brain, while genes implicated for the neuronal communication were down-regulated. We further extract cell-type information out of our bulk RNA-seq using published scRNA-seq data and found out that indeed transcriptional up-regulation were primarily occurred in those dividing radial glia cells, while down-regulation was associated with all types of neurons, including glutamatergic, GABAergic, dopaminergic, serotoninergic and glycinergic neurons. Together, it suggested that PS may impair neurogenesis by promoting proliferation of neural stem cells, but in general, impose adverse impacts on mature neurons. This was further supported by the results from cell deconvolution analysis, which showed the selective increase of neuroblasts and decrease of neurons. It is worthwhile to mention that most events for neuronal communication, especially synaptic transmission, has not yet occurred in the fetal brain at E15.5. Therefore, follow-up study will continue to address the question whether the observed decrease of neuronal gene expression may contribute to the PS-induced long-term neurological impairments in adulthood.

One interesting finding from our current study is the brain-region-specificity for the DEGs in the stressed brain. In the literature, most studies were focused on forebrain regions, including the cortex, hippocampus, and amygdala [74]. Potential reasons are: (1) preclinical and clinical studies on PS observed structure changes on these brain regions; (2) these brain regions are critical for emotion and cognitive functions, which are compromised in the individuals with PS experience. And indeed, in our current study, up-regulated genes were shown to be enriched in the cortical plate and hippocampal formation. However, surprisingly, the down-regulated genes were most enriched in ventral part of the fetal brain, especially some regions in the midbrain and hindbrain. There are some supporting evidences in the literature. Studies on the midbrain reported the serotonergic and dopaminergic neurotransmission deficits after PS [75, 76]. Moreover, epigenetic alterations in the developing brain were reported to mediate mood behavioral changes in a mouse model of postnatal early life stress, and the molecular changes were much more robust in certain cell populations, including medium spine neurons in nucleus accumbent [77–79]. Hindbrain coordinates important functions that are fundamental to body processes. Recent studies also suggest its role in response to stress, mediated by the glucagon-like peptide-1 (GLP-1) neurons in the nucleus of the solitary tract (NTS) in the dorsomedial hindbrain [68, 80]. In the future work, integrative analysis between scRNA-seq, spatial transcriptomics and live-cell labeling will offer more precise mapping for cell-type-specific and brain-region-specific changes in the CNS after the exposure to PS.

There are many questions to be addressed in the current study. Sex bias is a commonly considered factor in stress-related studies. Both sexes were included in the current study. Although only males showed significant changes (FDR < 0.05) on the transcriptome, the females showed the same trend with a less stringent cutoff (*P* < 0.05) and affected similar functional pathways. Therefore, the observed global sex difference in our current study might be due to small-fold changes in individual genes and large variability among samples. 

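In the 8 brains, 2456 genes called in all animals were tested in both sexes, and all 2456 had the same direction in males and females. This follows in part from the choice of the genes, which were called on the animals of both sexes together. Genes called in 1 sex alone were chosen without the other. Of the 1528 male genes tested in females, 1429 had the same direction there, and of the 702 female genes tested in males, 653 had the same direction. Males and females of a condition share 1 litter, so a difference between the litters would give the same direction in both sexes.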

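A difference between the sexes was tested with a sex by stress interaction term in edgeR's quasi-likelihood test of all 8 brains. The adjusted p-value of this term was under 0.05 for 1 of the 17865 genes, and the unadjusted p-value was under 0.05 for 1128, where chance gives 893. With DESeq2 the number was 2, and without the filter on low counts 37. The gene was *Stambp* (chromosome 6, 83543211 to 83572729 of mm10, minus strand), which encodes a deubiquitinating enzyme. It is named because of this test. Its interaction was 0.60 on the log2 scale (SE 0.08, adjusted p = 0.00257), with a Log2FC of 0.72 (SE 0.06) in males and 0.12 (SE 0.06) in females. Over the genes called in all animals, the median absolute Log2FC was 0.19 in males and 0.17 in females. The interaction of *Tal2* was -0.05 (SE 0.18, adjusted p = 0.979 from the same test) and that of *Depp1* 0.84 (SE 0.40, adjusted p = 0.781).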

Still, our data suggested that the fetal brains of the male mice were more sensitive to PS as compared to the females. Besides, our current study was performed on the whole fetal brain boosted by the bioinformatic analysis using published scRNA-seq and brain-region expression information from Allen Brain Atlas. Future studies focusing on selective brain regions or cell types will be needed to provide validation and allow more detailed mechanistic studies. Despite all these challenges, our current study using unbiased transcriptomic profiling indicated cell-type and brain-region specific changes of gene expression in the fetal brain after PS, which provide insight for future study deciphering the molecular mechanisms underlying PS-mediated negative effects on the brain and behaviors.

## Conclusion

In summary, this study provided an unbiased data source for transcriptomic alterations of the whole fetal brain after chronic PS, and revealed a potential pattern of PS transcriptomic alternations reporting differential cell-type and brain-region vulnerability of the developing brain in response to environmental insults during the pregnancy.

## Methods

### Animals

All C57BL/6Slac mice were purchased from Slake Laboratory Animal Co., Ltd, Shanghai, China, and housed in per independent cage at room temperature, with a 12–12 h day/night cycle. All mice were allowed sterile water and food ad libitum. All animal work was approved by the Animal Care and Use Committee of Shanghai Medical College of Fudan University.

### Mouse model of prenatal stress

Adult mice were used to set up timed pregnancy and subjected to CUMS. In brief, female and male mice of similar age were caged together at 5:00–6:00pm and defined as E0. The next morning, the vaginal plug was checked at 9am (E0.5), and female mice with plug were separated and individually housed. All the plugged females were then divided into “stress” and “control” groups. For the stress group, mice were exposed to CUMS according to the published protocols with some modifications [81–83], see Table S1 for details. To minimize abortion risk during the first trimester, CUMS exposure started at E5.5 and lasted for 10 days until E14.5. Meanwhile, animals in the control group remained in the home cages. At E15.5, all pregnant mice were sacrificed, litters collected, whole fetal brain tissues (including forebrain, midbrain and hindbrain) harvested, freshly frozen, and stored at -80 °C for subsequent RNA-seq analysis. Two batches of 16 animals from 10 litters were used, both sexes included (Table S2).

### RNA-seq

Total RNA was extracted from the fresh frozen E15.5 fetal brain samples using the RNeasy Lipid Tissue Mini Kit (Qiagen Cat#74,804). Briefly, brain tissue was homogenized in 500 µl of Trizol reagent and mixed thoroughly with 100 µl of chloroform, centrifuge at 12,000 g at 4 °C for 15 min. The upper aqueous phase was transferred and mixed with an equal volume of 70% ethanol, and then transferred to RNeasy Mini spin column followed by RW1 wash, DNaseI treatment, RPE wash twice, and ddH20 elution. Final RNA concentration was measured and then sent to BGI Genomics, China, for mRNA library preparation and deep sequencing with paired-end, 100 bp (PE100).

### Real-time RT-PCR

Total RNA was extracted from E15.5 brain tissues from different batch of mice, reverse-transcribed using iScript™ cDNA Synthesis Kit (Bio-Rad, 1,708,891), and PCR amplified using Power SYBR™ Green PCR Master Mix (Thermo, 4,368,702) on Thermo Fisher Scientific Applied Biosystems QuantStudio5. Primers used were: *Tal2* (forward, CAGCTACCTTGACTGCGC, reverse, GTCTCGTTCTTGCTCAGCTT); *Depp1* (forward, CACATCGTCCTGACTGTCCT, reverse, TCCCGAATCGTTGGCAAATG); *Shank3* (forward, GACACTGAGGCCGGACATT, reverse, CCCCTACAGATTTGGTCCGT); *Gapdh* (forward, GTCTTCTGGGTGGCAGTGAT, reverse, GGTCCTCAGTGTAGCCCAAG). *Gapdh* was used as the reference gene.

### Data Analysis

#### RNA-seq

FastQC (Babraham Bioinformatics - FastQC A Quality Control tool for High Throughput Sequence Data) was first used for quality controls including the sequence quality, GC and N contents, length distribution, and duplication levels. Trim-galore (Babraham Bioinformatics - Trim Galore!) was then used to remove short and low-quality reads and adapters (--quality 20 --phred33 --stringency 1 --length 20 --paired). Paired-end clean reads were aligned to the reference genome (UCSC, mm10) using Tophat2 v2.1.1 [84] (--max-multihits 20, --transcriptome-max-hits 60; --GTF gencode.vM20.annotation.gtf). Samtools v1.9 [85 was used to sort and build the alignment files index. FeatureCounts v1.6.3 [86] from the subread package was used to get raw counts mapped to gene exons (-p -t exon -g gene_id; -a gencode.vM20.annotation.gtf).

Differential analysis was generated by using DESeq2 (DOI: 10.18129/B9.bioc.DESeq2. DESeqDataSetFromMatrix constructs the DESeq data set, estimateSizeFactors calculates the sample size factors to normalize the count matrix, estimateDispersons evaluates and corrects the dispersion, nbinomWaldTest performs statistical tests, and finally extracts the differential analysis results with ‘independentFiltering = FALSE’). Principal component analysis (PCA) and heatmap were generated with regularized logarithm (rlog) transformed values from DESeq2 and batch effect was removed by Combat function [87] from sva r package, which provides a correction model based on an empirical Bayesian framework (ComBat(data = data, batch = batch, mod = mod)). Plots was drawn by ggplot2 and pheatmap r packages. In the differential algorithm, sex and batch variables were both added in the design formula, while results were generated with stress condition as the variable of interest (DESeqDataSetFromMatrix(countData, colData = colData, design = ~ sex + batch + condition)). *Padj* < 0.05 was set as the threshold for the significantly differential expression.

Functional enrichment analysis on the differential expressed genes was performed by using ShinyGO v0.61 [88] (GO Biological Process, *P*-value cutoff (FDR) = 0.05; http://bioinformatics.sdstate.edu/go/). Gene Set Enrichment Analysis (GSEA) was performed with WebGestalt (WEB-based Gene SeT AnaLysis Toolkit) [89] using KEGG functional database [90] and all DEGs were ranked by log2FoldChanges.

#### Integrative analysis of bulk RNA-seq and scRNA-seq

Cell-type enrichment analysis was generated with differentially expressed genes (DEGs) from our bulk RNA-seq data and the published scRNA-seq data of E15.5 mouse brain [62] (http://mousebrain.org/downloads.html). Cell types were clustered as classes and subclasses. First, cell type expression was indicated with means from single cells, and the whole expression matrix was normalized into PEM matrix to adjust the sample bias:

$$\begin{array}{l}PEM = lo{g_{10}}\frac{{Xi}}{{\sum\nolimits_{i = 1}^n {Xi*\frac{{Si}}{{\sum\nolimits_{i = 1}^n {Si} }}} }} = \\{\log _{10}}\left( {\frac{{\sum\nolimits_{i = 1}^n {Si} }}{{Si}}*\frac{{Xi}}{{\sum\nolimits_{i = 1}^n {Xi} }}} \right) = \\{\log _{10}}EEi\end{array}$$

Si summary of the expression of all genes in cell type i. And Kolmogorov–Smirnov test (K-S test) was then performed in each cell type of scRNA-seq data, between DEGs and other unchanged genes (*P*adj > 0.05) from current bulk RNA-seq data to assess enrichment based on the distribution of the gene sets. *P* value was adjusted with BH method. In the results, *P-*value refers to the enrichment of DEGs for different cell types from the single-cell RNA-seq dataset. The significance of the *P*-value indicates the difference of expression level between DEGs and non-DEGs in certain cell type.

Cell-type deconvolution analysis of our bulk RNA-seq was calculated by CIBERSORTx [91]. Expression matrices of all genes from our bulk RNA-seq data and the published scRNA-seq data were generated, and the Cell-Fractions module from CIBERSORTx was used to perform an estimation of the proportions of distinct cell clusters in the bulk RNA-seq.

#### Brain region mapping of differential expressed genes

R package brainmapr [92] (https://github.com/hms-dbmi/brainmapr) was used to explore the spatial expression patterns of modules in the developing mouse brain at E15.5. The package provided visualization of the in situ hybridization (ISH) gene expression data from the Allen Developing Mouse Brain Atlas. Sagittal sections were used from E15.5 reference atlases (Image Thumbnails :: Allen Brain Atlas: Developing Mouse Brain (brain-map.org)). For a certain module, its spatial expression level was calculated as the sum of the expression values of the ISH data of the available genes in the module.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

**Additional file 1. Figure S1. **Transcriptomic profiling of the fetal brain after PS.

**Additional file 2. Figure S2.** Transcriptomic profiling of the fetal brain after PS in males and females.

**Additional file 3. Figure S3.** Motif analysis of differentially expressed genes in the fetal brain after PS.

**Additional file 4. Figure S4.** Cell deconvolution analysis.

**Additional file 5. Figure S5.** Schematic diagram shows sagittal sections picked from lateral to midline for Figure 4.

**Additional file 6. Table S1.** Protocol for mouse model of prenatal stress.

**Additional file 7. Table S2.** RNA-seq QC, N=9 control, 7 stress.

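Table S2 lists, for each library, the animal's group, sex and litter, the read pairs sequenced, the share of reads left after deduplication, the share mapped to the genome, and the read pairs assigned to genes. For the 8 libraries analysed here, the assigned number in Table S2 equals the sum of the counts per gene (a difference of 0 in each library). The share of reads mapped was between 94.5% and 95.7%. The share of R1 reads left after deduplication was between 56.3% and 56.95% in the control group and 71.77% (F34), 62.05% (F35), 55.33% (M28) and 62.51% (M29) in the stress group (exact permutation test, two-sided, p = 0.143).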

**Additional file 8. Table S3A. **Differential genes list of RNA-seq, Stress v.s. Control. Padj < 0.05; N=9 control, 7 stress**. Table S3B. **GO analysis of DEGs, Stress v.s. Control. Padj < 0.05; N=9 control, 7 stress. **Table S3C.** Differential genes list of male samples, Stress v.s. Control. Padj < 0.05; N=5 control, 3 stress. **Table S3D. **GO analysis of DEGs from male samples, Stress v.s. Control. Padj < 0.05; N=5 control, 3 stress. **Table S3E.** Differential genes list of female samples, Stress v.s. Control. Pvalue < 0.05; N=4 control, 4 stress. **Table S3F.** GO analysis of DEGs from female samples, Stress v.s. Control. Pvalue < 0.05; N=4 control, 4 stress.

**Additional file 9. Table S4A.** Top 10 pathways in positive and negative GSEA results of all differential expressed genes, Stress v.s. Control. N=9 control, 7 stress.

**Additional file 10. Table S5A.** Cell type specific enrichment analysis of Class with up-regulated genes. Log2FC > 0; Padj < 0.05. N=9 control, 7 stress. **Table S5B.** Cell type specific enrichment analysis of Class with down-regulated genes. Log2FC < 0; Padj < 0.05. N=9 control, 7 stress. **Table S5C.** Cell type specific enrichment analysis of SubClass with up-regulated genes. Log2FC > 0; Padj < 0.05. N=9 control, 7 stress. **Table S5D**. Cell type specific enrichment analysis of SubClass with down-regulated genes. Log2FC < 0; Padj < 0.05. N=9 control, 7 stress.

**Additional file 11. Table S6.** Cell deconvolution analysis of current bulk RNA-seq using published scRNA-seq dataset from the mouse fetal brain at E15.5.

## Data Availability

(ADM) All the raw and processed deep sequencing data were submit to GEO (GSE205087).

# Supplementary material for: Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress
**Source:** BMC Genomics. 2023 Feb 24;24:86. doi: 10.1186/s12864-023-09186-8
**Supplement:** Supplementary file 1 — Additional file 1. Figure S1. Transcriptomic profiling of the fetal brain after PS.

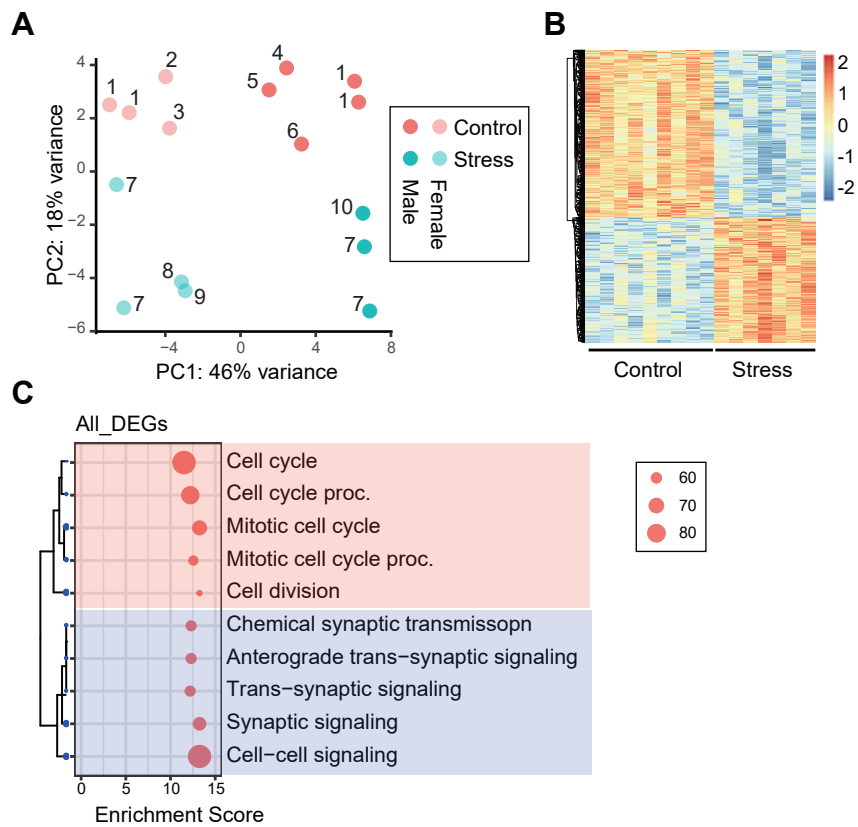

**Figure S1: Transcriptomic profiling of the fetal brain after PS.** (A) PCA plot for 9 “control” and 7 “stress” samples from 10 litters including both sexes. (B) Heatmap shows differential gene expression in the control and stress groups. (C) ShinyGO analysis (‘Biological Process’) of all DEGs. The size of dot indicates the number of genes in the enriched pathway. Enrichment score calculated as  $-\text{Log}_{10}\text{FDR}$ .

# Supplementary material for: Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress
**Source:** BMC Genomics. 2023 Feb 24;24:86. doi: 10.1186/s12864-023-09186-8
**Supplement:** Supplementary file 2 — Additional file 2. Figure S2. Transcriptomic profiling of the fetal brain after PS in males and females.

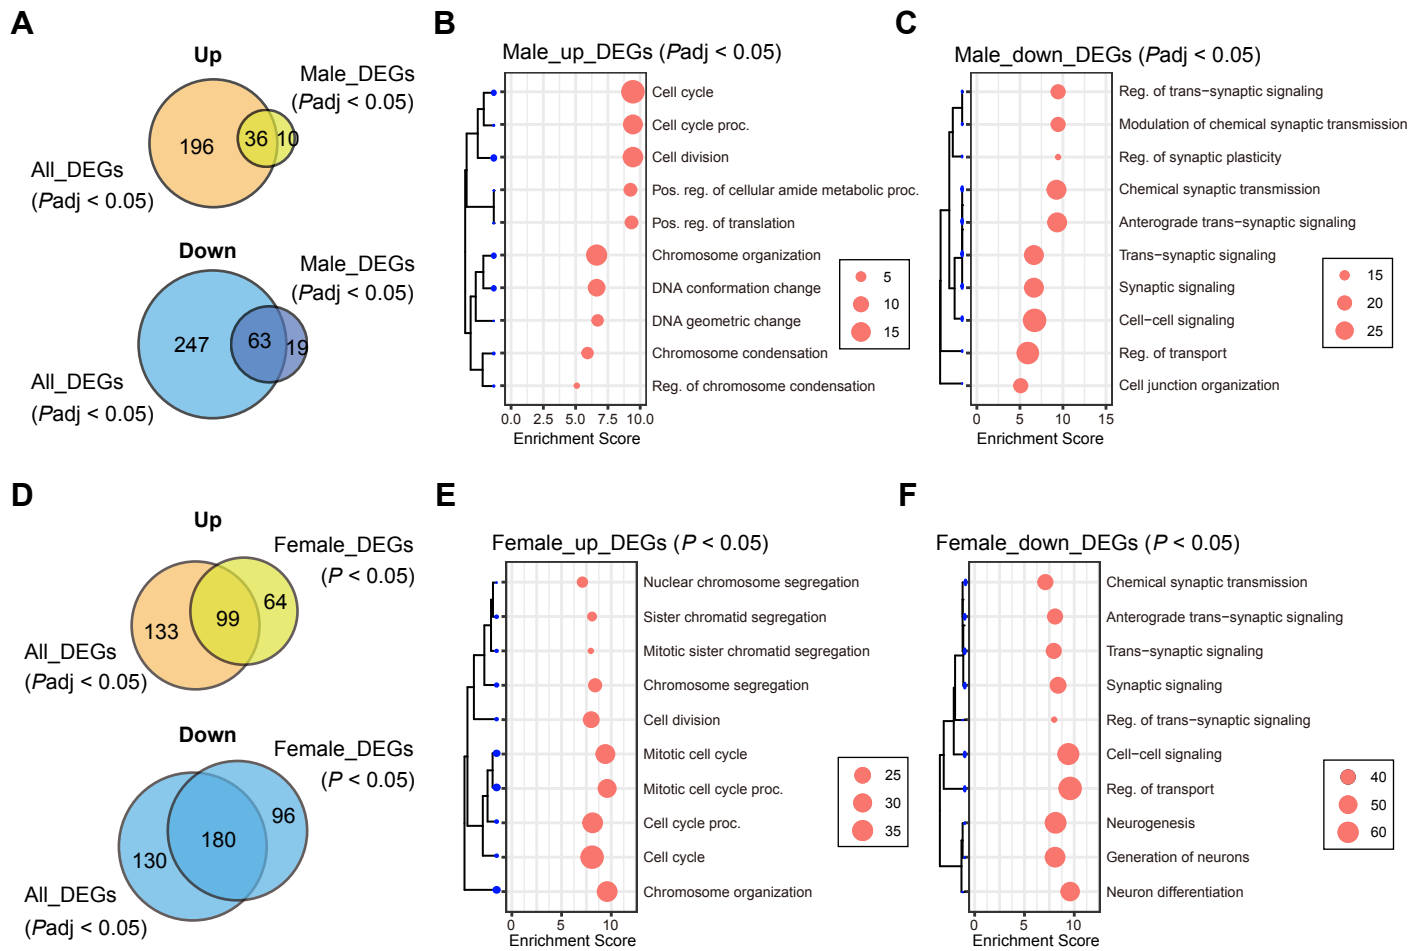

**Figure S2: Transcriptomic profiling of the fetal brain after PS in males and females.** (A) Venn plot shows overlap between DGEs from all samples and males only (Stress vs. Control).  $P_{adj} < 0.05$ ,  $N=9$  control/7 stress (all);  $P_{adj} < 0.05$ , 5 control/3 stress (male). (B, C) ShinyGO analysis ('Biological Process') of DEGs in males ( $P_{adj} < 0.05$ ). The size of dot indicates the number of genes in the enriched pathway. Enrichment score calculated as  $-\log_{10}FDR$ . (D) Venn plot shows overlap between DGEs from all samples and regulated genes from females only (Stress vs. Control).  $P_{adj} < 0.05$ ,  $N=9$  control/7 stress (all);  $P < 0.05$ , 4 control/4 stress (female). (E, F) ShinyGO analysis ('Biological Process') of regulated genes in females ( $P < 0.05$ ).

# Supplementary material for: Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress
**Source:** BMC Genomics. 2023 Feb 24;24:86. doi: 10.1186/s12864-023-09186-8
**Supplement:** Supplementary file 3 — Additional file 3. Figure S3. Motif analysis of differentially expressed genes in the fetal brain after PS.

**A**

## Up-DEGs\_Motifs

| Rank | Motif | Name                                                           | P-value | log P-pvalue | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif |
|------|-------|----------------------------------------------------------------|---------|--------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|
| 1    |       | NFY(CCAAT)/Promoter/Homer                                      | 1e-7    | -1.831e+01   | 0.0000              | 98.0                          | 44.14%                            | 6825.5                            | 26.42%                               |
| 2    |       | CHR(?)Hela-CellCycle-Expression/Homer                          | 1e-6    | -1.505e+01   | 0.0001              | 36.0                          | 16.22%                            | 1644.9                            | 6.37%                                |
| 3    |       | Hoxa9(Homeobox)/ChickenMSG-Hoxa9.Flag-ChIP-Seq(GSE86088)/Homer | 1e-3    | -7.348e+00   | 0.0945              | 89.0                          | 40.09%                            | 7672.9                            | 29.70%                               |
| 4    |       | E2F(E2F)/Hela-CellCycle-Expression/Homer                       | 1e-3    | -7.310e+00   | 0.0945              | 17.0                          | 7.66%                             | 799.7                             | 3.10%                                |
| 5    |       | E2F4(E2F)/K562-E2F4-ChIP-Seq(GSE31477)/Homer                   | 1e-2    | -6.850e+00   | 0.0945              | 77.0                          | 34.68%                            | 6505.1                            | 25.18%                               |
| 6    |       | E2F7(E2F)/Hela-E2F7-ChIP-Seq(GSE32673)/Homer                   | 1e-2    | -6.420e+00   | 0.1195              | 28.0                          | 12.61%                            | 1782.5                            | 6.90%                                |
| 7    |       | ZBTB33(Zf)/GM12878-ZBTB33-ChIP-Seq(GSE32465)/Homer             | 1e-2    | -5.876e+00   | 0.1763              | 18.0                          | 8.11%                             | 997.2                             | 3.86%                                |

**B**

## Down-DEGs\_Motifs

| Rank | Motif | Name                                                             | P-value | log P-pvalue | q-value (Benjamini) | # Target Sequences with Motif | % of Targets Sequences with Motif | # Background Sequences with Motif | % of Background Sequences with Motif |
|------|-------|------------------------------------------------------------------|---------|--------------|---------------------|-------------------------------|-----------------------------------|-----------------------------------|--------------------------------------|
| 1    |       | NFkB-p50,p52(RHD)/Monocyte-p50-ChIP-Chip(Schreiber et al.)/Homer | 1e-2    | -5.527e+00   | 1.0000              | 17.0                          | 5.70%                             | 786.2                             | 2.72%                                |
| 2    |       | Zfp57(Zf)/H1-ZFP57.HA-ChIP-Seq(GSE115387)/Homer                  | 1e-2    | -4.996e+00   | 1.0000              | 57.0                          | 19.13%                            | 3983.4                            | 13.80%                               |
| 3    |       | Twist(bHLH)/HMLE-TWIST1-ChIP-Seq(Chang et al)/Homer              | 1e-2    | -4.918e+00   | 1.0000              | 11.0                          | 3.69%                             | 442.8                             | 1.53%                                |

**Figure S3: Motif analysis of differentially expressed genes in the fetal brain after PS. (A-B)** The motif analysis results of (A) up- and (B) down-regulated genes. *P*<sub>adj</sub> < 0.05.

# Supplementary material for: Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress
**Source:** BMC Genomics. 2023 Feb 24;24:86. doi: 10.1186/s12864-023-09186-8
**Supplement:** Supplementary file 4 — Additional file 4. Figure S4. Cell deconvolution analysis.

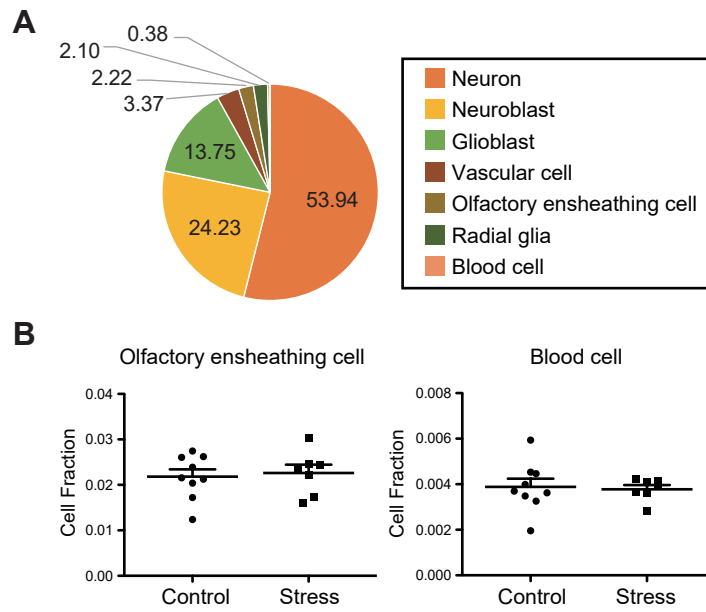

**Figure S4: Cell deconvolution analysis. (A)** Pie chart shows cell fraction of the fetal brain calculated by cell deconvolution analysis of the current bulk RNA-seq using published scRNA-seq. **(B)** Bar graphs show cell fractions (olfactory ensheathing cell and blood cell) in control and stressed brains. N=9 control, 7 stress. Mean  $\pm$  SEM. Unpaired t-test.

# Supplementary material for: Transcriptomic profiling of the developing brain revealed cell-type and brain-region specificity in a mouse model of prenatal stress
**Source:** BMC Genomics. 2023 Feb 24;24:86. doi: 10.1186/s12864-023-09186-8
**Supplement:** Supplementary file 5 — Additional file 5. Figure S5. Schematic diagram shows sagittal sections picked from lateral to midline for Figure 4.

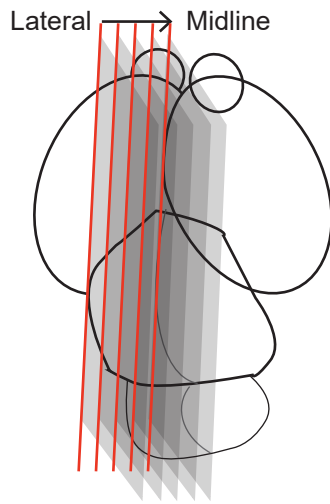

mouse developing brain (E15.5)

**Figure S5: Schematic diagram shows sagittal sections picked from lateral to midline for Figure 4.**

How the deposited data were processed for this re-analysis (not part of the article)

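RNA of E15.5 mouse fetal brains was sequenced by the authors, 1 library per brain, and 8 of the 16 animals of the paper were analysed here, 4 from the control group (litter 21) and 4 from the stress group (litter 20), with 2 females and 2 males in each. Group, sex and litter were taken from the sample labels and Table S2. Counts of the other 8 animals, the single-cell data, the GO and KEGG databases, the Allen atlas and the genome sequence were not used here. GO and KEGG enrichment, the deconvolution into cell fractions, the expression maps and the promoter motifs were therefore not repeated. Of the other 8 animals, only values in the paper's supplementary lists were used. The real-time PCR was not analysed here.

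The authors cleaned the paired reads with Trim Galore (quality 20, minimum length 20), aligned them to mm10 with TopHat2 2.1.1 (up to 20 places per read), sorted them with Samtools 1.9 and counted read pairs on exons of each gene with featureCounts 1.6.3 and the GENCODE annotation. The deposited values are these raw counts per gene, with no normalization and no filter. The options the paper gives for the counting set nothing for strand, for reads with several places or for overlapping genes. Coordinates are those of the count tables on mm10. Of the 54752 gene identifiers, 54723 were matched to a gene symbol, and 34568 had a count above 0 in at least 1 brain.

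From the counts, genes were kept by edgeR's filterByExpr with a minimum count of 10, by group, normalized by TMM and tested with glmQLFit and glmQLFTest in R 4.3.3 (edgeR 4.0.16, limma 3.58.1), with sex and condition in the model. The p-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p-value under 0.05. Standard errors were derived from the log2 fold change and the F value. The females and the males were also fitted alone, 2 brains against 2, and a sex by stress interaction was fitted over all 8 brains. Log2 CPM values were computed with a prior count of 2. Gene sets were scored as the mean log2 CPM of their genes and compared by exact permutation of the 8 brains, two-sided, with adjustment over 35 sets, and were tested against other genes with camera. Reactome sets of 15 to 500 genes were taken from the fgsea package (version 1.28.0). Principal components and clusters were computed on rlog values of DESeq2 1.42.0. The paper's model also held batch, and its principal components were computed after removal of batch effects, a step that the deposited counts do not include and that was not repeated, because Table S2 names no batch for the 8 libraries.

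The total per library was between 25320109 and 29105710 counts. With 4 brains against 4, the smallest exact two-sided permutation p is 0.0286, and with 2 against 2 it is 0.333. The tests were tested on simulated data with 200 changed genes at a log2 fold change of 0.5. With 8 animals edgeR recovered 83.5% of these with 7 false calls and DESeq2 80.5% with 3. With 4 animals of 1 sex edgeR recovered 77.5% with 8 false calls and DESeq2 61.5% with 3. The genes called with all 8 brains had a median absolute Log2FC of 0.18, and recovery was not simulated for changes of that size. A planted set of 100 raised genes was found by camera and by permutation, and of 100 random sets 1 had a camera p-value under 0.05 and 3 a permutation p-value under 0.05.

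The named genes were chosen before the data were examined, by a rule that takes every gene the paper's text names, 5 sex genes, the 5 genes with the largest rise and the 5 with the largest fall among those called whose groups did not overlap, the 5 genes with the smallest p, and the genes of the marker sets. *Stambp* falls outside this rule and was chosen after its values were seen, as the gene called for the interaction. The alternatives were also set before the data were examined. They were DESeq2's Wald test, size factors by the median-of-ratios method, upper-quartile normalization, no filter on low counts, no sex covariate, offsets for GC content and gene length, a single model for both sexes, other values and gene choices for the clustering, the median over genes or rlog values for the set scores, fgsea in place of camera, and each animal left out in turn.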

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

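The comparison of embryonic with adult globins was chosen after the results were seen, and the other tests given here before.

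Within the 4 animals of a group, 172 sets of 4 values (2 groups for each of 86 results) were searched for 1 animal far from the other 3, by the gap to the nearest value relative to the whole range. This was met 12 times, where chance gives 8.6, so the number alone does not set these animals apart. The values came from 4 animals. Control M30 stood apart for the score of the G2/M genes, 5.41 against 5.32 to 5.33 in the other 3 control brains, and for *Syngr1* (112.9 CPM against 117.5 to 117.7), *Gad1* (159.8 CPM against 165.7 to 166.4), *Tph2* (4.50 CPM against 2.64 to 2.95) and *Arrdc3* (65.1 CPM against 70.1 to 70.3). The G2/M score, *Syngr1* and *Gad1* of M30 lay on the side of the stressed brains and *Arrdc3* on the other side. The total of M30, 27568437 counts, lies within the totals of the other control brains. Stress F35 stood apart for the score of the ventral forebrain genes, 4.98 against 5.03 in the other 3 stressed brains, for *Depp1*, 0.43 CPM against 0.69 to 0.73, and for *Dnah12*, 0.28 CPM against 0.21 to 0.22. Both genes had few counts, 11 on *Depp1* in F35. Stress M29 stood apart for the score of the muscle genes, -0.0612 against -0.47 to -0.42, and for that of the immediate early genes, 1.74 against 1.97 to 1.99. Control F36 stood apart for the Reactome set for neurotransmitter release, 6.23 against 6.25 in the other 3 control brains, and for *Syn2*, 86.0 CPM against 82.6 to 83.0. No biological explanation was tested for these single animals, since the design gives none, and the number met by chance leaves them as they are.

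*Stambp* is the gene for which the effect of stress differed between the sexes by the interaction term, 0.60 on the log2 scale (SE 0.08, adjusted p = 0.00257 from edgeR's quasi-likelihood test). The difference came from the control males, with 24.7 CPM (M30) and 27.1 CPM (M31), while the other 6 brains, stressed males included, had between 38.6 and 43.4 CPM. The 2 control males are littermates, and a variant shared by them was not tested. The gene was chosen after its values were seen. With DESeq2 the number of genes called for the interaction was 2 and without the filter on low counts 37, so a count of 1 depends on the setting.

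The embryonic globin score, of *Hba-x* and *Hbb-y*, was higher in the stress group by 0.96 (exact permutation test, two-sided, p = 0.0286), and the paper's text does not discuss these genes. *Hba-x* is in the paper's Table S3E, the list for females by unadjusted p. More blood in the stressed brains is a candidate explanation, under which adult globins would be higher as well. Their score differed by -0.0405, and blood in the samples was tested with the same score (exact permutation test, two-sided, p = 0.4). The embryonic globins relative to the adult ones differed by 1.00 (exact permutation test, two-sided, p = 0.0286), which is consistent with an earlier stage of the stressed litter. A difference between litters that has nothing to do with stress cannot be told apart from this, since each condition has 1 litter.

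The score of the cold-inducible genes *Cirbp* and *Rbm3* was higher in the stress group by 0.36 (exact permutation test, two-sided, p = 0.0286), the smallest p that 4 brains against 4 allow. Both genes are in the paper's Table S3A. The temperature of the dams or of the dissection was not analysed here, and no technical or biological explanation of this difference was tested.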

How the results depend on the processing

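No test in this part was chosen after the results were seen. No paired analysis was possible because the groups share no replicate numbers. The promoter motifs set out before the data were examined were not run, since no genome sequence was used, and within 1 sex, and for the interaction, leaving out an animal leaves 1 in a group, so these fits were not run.

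With DESeq2 in place of edgeR's test, 748 genes were up-regulated against 1160, and 911 down-regulated against 1298. Of the DEGs 99.7% had an absolute Log2FC under 1 with DESeq2 and 97.8% without the filter on low counts, against 99.0%. In males the DEGs numbered 132 up and 245 down with DESeq2 and 0 and 0 without the filter, against 664 and 869. Without the filter, 1668 and 1917 genes in males had an unadjusted p-value under 0.05, and with DESeq2 849 and 1066, against 1891 and 2064. In females the DEGs numbered 44 up and 81 down with DESeq2, against 295 and 407, and the genes at an unadjusted p-value under 0.05 numbered 627 up and 749 down, against 1525 and 1656. Genes with a sex by stress interaction numbered 2 with DESeq2 and 37 without the filter, against 1. The Log2FC of *Nr3c1* was -0.21 with DESeq2, with an adjusted p of 0.0555, where the other settings over all 8 brains gave adjusted p-values from 0.00575 to 0.0174 with edgeR's test. The cause was not tested for any of these.

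The separation of the brains by group was 1.78 with the genes on X and Y left out, against 1.22, and that by sex was -0.26, against 1.71. The latter shows that the separation by sex came from these genes. With the median over the genes in place of the mean, the neuron score difference was -0.0828 (exact permutation test, two-sided, p = 0.0857) and the neuroblast score difference 0.17 (exact permutation test, two-sided, p = 0.0571). With rlog values the glioblast score differed by -0.0215 (exact permutation test, two-sided, p = 0.0286). The cause was not tested. Results that changed sign were the blood score with rlog values (-0.0096), the muscle gene score with the median (0.0221), and the dorsal forebrain score with the median (-0.35). For blood and for the muscle genes the mean Log2FC was above 0 (0.0291 and 0.0436) while camera's direction was down, and the enrichment score from fgsea was -0.93 for blood and 0.52 for the muscle genes. The cause was not tested.

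Across the 8 fits that each left out 1 animal, the DEGs numbered from 736 to 1057 up and from 854 to 1308 down, and from 98.4% to 99.0% of them had an absolute Log2FC under 1. The Log2FC of *Nr3c1* ranged from -0.24 to -0.19, with adjusted p-values from 0.00907 to 0.0578 by edgeR's test. The score differences ranged from -0.103 to -0.0654 for neurons, from 0.15 to 0.22 for neuroblasts and from -0.131 to -0.0859 for vascular cells. Each had p-values on either side of 0.05 (exact permutation test, two-sided). For neurons and neuroblasts the groups did not overlap in all 8 brains, so they stay apart in each of these fits. A p above 0.05 for them comes from the unequal group sizes and shows no overlap. Differences that changed sign in at least 1 of these fits were those of blood (from -0.0390 to 0.0916), olfactory ensheathing cells (from -0.0634 to 0.0503), the muscle genes (from -0.0985 to 0.0737), *Hsd11b2* (from -0.150 to 0.0440) and *Tph2* (from -0.27 to 0.16). None of these 5 was past its threshold in all 8 brains.

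*Tal2*, *Depp1* and *Nr3c1* aside, 45 named genes had 360 comparisons that left out 1 animal. Of these, 342 kept their direction and their side of the threshold, 15 were weaker and 3 reversed. The 3 were the fits of *Hsd11b2* and *Tph2* already given. Of 225 comparisons under the other settings, 220 kept both and 5 were weaker. For 26 gene sets, 175 of the 208 comparisons that left out 1 animal kept both, 20 were weaker, 3 stronger and 10 reversed. The 20 were fits of sets whose groups did not overlap, so they show no overlap once an animal is left out. The 10 were the fits of blood, olfactory ensheathing cells and the muscle genes already given. Under the other settings 119 of 130 comparisons of these sets kept both, 7 were weaker and 4 reversed. The 4 were the results of blood, the muscle genes and the dorsal forebrain already given. The directions of *Tal2*, *Depp1*, the S-phase and G2/M genes, the Reactome cell cycle set and the chemical synapse set, and their side of the threshold, were the same under every setting run for them. The genes *Gm24119*, *Gm10602*, *Gm12783*, *Dnah12* and *Dsc3* had at most 21 counts in any brain, and none of them was called by DESeq2. Whether the depth limits these calls was not tested.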

Differences from the paper's values

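In the paper's text 232 genes were up-regulated and 310 down-regulated in all animals, and here 1160 and 1298. With DESeq2 the numbers were 748 and 911. None of the alternatives set before the data were examined closed the gap. For males the paper gives 46 up-regulated and 82 down-regulated genes and the values here were 664 and 869. With DESeq2 they were 132 and 245 and without the filter on low counts 0 and 0, and none of the alternatives closed the gap. For females at an unadjusted p-value under 0.05 the paper gives 163 and 276, and here the numbers were 1525 and 1656, with 627 and 749 under DESeq2 and no alternative that closed the gap. At an adjusted p-value under 0.05 the paper's supplementary list for females holds 0 up-regulated and 0 down-regulated genes, and here 295 and 407 were called, with 44 and 81 under DESeq2 and no alternative that closed the gap. The paper's lists come from animals that include these 8. For the listed genes, the paper's Log2FC values differ from DESeq2's here by medians of 0.00123 in all animals, 0.000613 in males and 0.00453 in females. The median log10 of the unadjusted p was -3.59 in the paper and -5.06 here with DESeq2's Wald test in all animals. It was -4.31 and -5.35 in males, and -1.61 and -2.55 in females. For these genes the gap thus lies in the p-values and not in the fold changes.

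For PC2 the paper gives 18% of the variance, and the value here was 28.2%. With log2 CPM values it was 20.0%, with the 500 most variable genes 20.5% and with the genes on X and Y left out 14.0%, and these 3 alternatives have values within 1.5 times the paper's. The same alternatives moved PC1, for which the paper gives 46% and the value here was 38.8%. With log2 CPM values PC1 fell to 27.7%, more than 1.5 times below the paper's value, with the 500 most variable genes it was 67.1% and with the genes on X and Y left out 44.96%.

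The paper states that clustering separates the samples by group. In the 8 brains the first division was by sex, and it was by group with the genes on X and Y left out. The paper describes *Tal2* and *Depp1* as the DEGs with the largest fold changes. Here they ranked 37 among the up-regulated and 2 among the down-regulated genes by Log2FC. The paper finds DEGs at an adjusted p-value in males alone, and here females had 702. The paper names *Cdc42ep2* among the up-regulated cell-division genes, and here its Log2FC was -0.31.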

Other observations

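The tests on other divisions of the brains for gene sets, on embryonic against adult globins, on litters, on the paper's fold changes, on mapping rates, on scores with the GC and length trend removed, on reads left after deduplication and on the hindbrain genes of single animals were chosen after the result was seen, and the others before.

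The number of DEGs was compared with other divisions of the 8 brains into 4 and 4, and 1 of the 35, the real one, gave as many as 2458. For the Reactome sets called by camera, 8 of the 35 gave as many as 284, and another division gave 325. The other 7 of these differ from the real division by the exchange of 1 animal, and the 18 divisions with 2 animals of each group on either side gave at most 193. The number of sets was thus not the highest at the real division. A camera p as small as the real one arose in 1 of the 35 divisions for the S-phase genes, the G2/M genes, the Reactome cell cycle set and the chemical synapse set. It arose in 4 for neurons, 4 for neuroblasts, 6 for radial glia, 6 for glioblasts and 3 for vascular cells.

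Cell cycle genes were higher and synaptic genes lower in the stress group. A candidate explanation is that the stressed litter was at an earlier developmental stage, for which 5 genes that fall with age (*Lin28a*, *Lin28b*, *Hmga2*, *Igf2bp1*, *Igf2bp3*) would be higher. Their score was higher by 0.19 (exact permutation test, two-sided, p = 0.0286), though 1 of them, *Igf2bp1*, was called and the difference fell to 0.04 with the median over the genes (exact permutation test, two-sided, p = 0.543). By camera, 7 of the 35 divisions gave as small a p for these 5 genes, and fgsea gave an adjusted p of 0.106. The embryonic globins relative to the adult ones were higher by 1.00 (exact permutation test, two-sided, p = 0.0286). Both values are in line with such a stage difference. A second candidate explanation is that the stressed samples held more forebrain and less hindbrain. Dorsal forebrain genes were higher by 0.0634 (exact permutation test, two-sided, p = 0.0286) and were lower by the median over the genes, with a difference of -0.35, while the hindbrain genes differed by -0.65, with 9 of 10 genes lower and with overlap between the groups (exact permutation test, two-sided, p = 0.314), since 2 of the 4 stressed brains were low and 2 were not. Genes of other regions were higher too, those of the diencephalon by 0.14 (exact permutation test, two-sided, p = 0.0286), of the ventral forebrain by 0.0844 (exact permutation test, two-sided, p = 0.0571) and of the midbrain by 0.11 (exact permutation test, two-sided, p = 0.0571), so a difference in the regions sampled is not ruled out. The technical explanations tested were a difference in library size (exact permutation test, p = 0.886), a few genes taking most of the counts (exact permutation test, p = 0.486), choroid plexus (exact permutation test, p = 0.486), muscle (exact permutation test, p = 0.971) and blood (exact permutation test, p = 0.4), and the groups overlapped in each of these. Skin was not tested, since neither *Krt5* nor *Krt14* passed the filter on low counts. Of the 5 choroid plexus markers, *Ttr* was up-regulated, with a Log2FC of 1.91 (adjusted p = 0.00717 from edgeR's quasi-likelihood test, 2.65 ± 2.93 CPM in the control and 10.6 ± 13.2 CPM in the stress group, SD, n = 4 each, with overlap), and the other 4 were not called, so choroid plexus in single samples is not ruled out. In Table S2 the share of R1 reads left after deduplication had a mean of 56.7% in the control group and 62.9% in the stress group, with overlap (exact permutation test, two-sided, p = 0.143), and 3 of the 4 stressed libraries lay above every control library, so a difference in duplicate reads is not ruled out either. The Log2FC of a gene had a Spearman correlation of -0.117 with its GC content. Offsets for GC content and gene length left 2915 DEGs, a number that says nothing on the direction of a set. With the GC and length trend removed from the values of each brain, the S-phase genes were higher by 0.15, the G2/M genes by 0.19 and the Reactome cell cycle set by 0.0786, and the chemical synapse set was lower, with -0.0983 (exact permutation test, two-sided, p = 0.0286 each). Stress acting through glucocorticoid signalling would raise glucocorticoid-induced genes. The score of 14 such genes was lower, with a difference of -0.105 (exact permutation test, two-sided, p = 0.0286) and 13 of the 14 genes lower. Of these genes 2 were called, *Cdkn1a* (Log2FC -0.34) and *Nfkbia* (Log2FC -0.16), and by camera 3 of the 35 divisions gave as small a p. CUMS ended at E14.5 and the brains were taken at E15.5, so the score cannot show a rise that had passed by then. Every stressed brain was below every control brain, so the groups stay apart in each fit that leaves out 1 animal. In 4 of these 8 fits the p was nevertheless up to 0.0571 (exact permutation test, two-sided). With 3 brains against 4, groups that are apart can give this value, so it shows no weaker separation. The number of litters per condition was 1, so stage, litter and condition cannot be told apart from one another in these 8 animals, and the pattern cannot be put down to stress.

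Unfolded protein response genes were lower in the stress group, with a score difference of -0.21, and so were hypoxia genes, with -0.23 (exact permutation test, two-sided, p = 0.0286 each, the smallest p that 4 brains against 4 allow). For the hypoxia genes the median over the genes gave -0.16 (exact permutation test, two-sided, p = 0.0571).

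The Log2FC values of the paper's 542 DEGs differ from those of the 8 animals by a median of 0.00123, while DESeq2 fits of 7 of these animals differ by medians from 0.0111 to 0.0161. That is closer than leaving out 1 animal, and it is consistent with fold changes in which the other 8 animals had little part. A candidate explanation lies in Table S2, where the other 5 control libraries mapped at 84.2 to 85.1% and the other 3 stressed libraries at 96.3 to 96.5%, with no overlap (exact permutation test, two-sided, p = 0.0179). The paper's model holds batch. If these libraries formed separate batches, batch and condition would run together among them and the condition effect would rest on the 8 animals analysed here. Against this, the paper's text counts 2 batches in all, and with 2 batches some of the other libraries would still enter the condition effect. Table S2 names no batch, and which library was in which batch was not tested.

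The paper's cell fractions in Table S6 cover 16 animals of 10 litters. With litter means as the unit, the neuron fraction was 55.2% over 6 control litters and 52.2% over 4 stress litters (exact permutation test, two-sided, p = 0.00952, adjusted over 7 cell classes 0.0667). For neuroblasts the p was 0.0571 (exact permutation test over litters, two-sided, adjusted 0.2) and for vascular cells 0.124 (exact permutation test over litters, two-sided, adjusted 0.217). Over the 16 animals the values were 0.0042 for neuroblasts and 0.012 for vascular cells (permutation test, two-sided). Animals of a litter taken as independent could account for part of this, with fewer units in the test over litters as the other candidate explanation. The animals not analysed here make up most of these litters. Their 5 control libraries mapped at 84.2 to 85.1% and their 3 stressed libraries at 96.3 to 96.5%. The test over litters cannot tell condition apart from this difference between libraries. Among control animals the neuron fraction was 55.2% both here and in the others. Their radial glia fraction was 2.74% here and 0.51% in the others.

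The hindbrain score was 0.89 in stress M28 and 1.38 in stress F34, where the other 6 brains had between 2.31 and 3.11. Of the 10 hindbrain genes tested, 9 were lowest in M28, and 7 were lower in both animals than in each of the other 6. *Hoxa5* was 0.42 CPM in M28, 1.27 CPM in F34, and between 12.2 and 41.8 CPM in the other 6 brains. Less caudal tissue in those 2 samples is a candidate explanation. Both are stressed brains, so a difference in dissection between the groups is not ruled out. The paper's text gives the tissue as the whole fetal brain, and its Table S2 as half_whole_brain.

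*Shank3* was down-regulated in the RNA-seq counts of both sexes, with a Log2FC of -0.28 in males and -0.31 in females, and the interaction had an unadjusted p of 0.629 in edgeR's quasi-likelihood test (adjusted p = 0.961).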
